# Widespread reorganisation of pluripotent factor binding and gene regulatory interactions between human pluripotent states

**DOI:** 10.1038/s41467-021-22201-4

**Published:** 2021-04-07

**Authors:** Peter Chovanec, Amanda J. Collier, Christel Krueger, Csilla Várnai, Claudia I. Semprich, Stefan Schoenfelder, Anne E. Corcoran, Peter J. Rugg-Gunn

**Keywords:** Epigenomics, Gene regulation, Chromatin structure, Transcriptional regulatory elements, Embryonic stem cells

## Abstract

The transition from naive to primed pluripotency is accompanied by an extensive reorganisation of transcriptional and epigenetic programmes. However, the role of transcriptional enhancers and three-dimensional chromatin organisation in coordinating these developmental programmes remains incompletely understood. Here, we generate a high-resolution atlas of gene regulatory interactions, chromatin profiles and transcription factor occupancy in naive and primed human pluripotent stem cells, and develop a network-graph approach to examine the atlas at multiple spatial scales. We uncover highly connected promoter hubs that change substantially in interaction frequency and in transcriptional co-regulation between pluripotent states. Small hubs frequently merge to form larger networks in primed cells, often linked by newly-formed Polycomb-associated interactions. We identify widespread state-specific differences in enhancer activity and interactivity that correspond with an extensive reconfiguration of OCT4, SOX2 and NANOG binding and target gene expression. These findings provide multilayered insights into the chromatin-based gene regulatory control of human pluripotent states.

## Abstract (web summary)

The role of transcriptional enhancers and 3D chromatin organisation in coordinating the transition from naive to primed pluripotency remains poorly understood. Here the authors generate a high-resolution atlas of gene regulatory interactions, chromatin profiles and transcription factor occupancy in naive and primed human pluripotent stem cells to provide insights into these developmental processes.

## Introduction

The spatial organisation of chromosomes instructs dynamic processes during development that underpin genome regulation and transcriptional control^1–5^. Mammalian genomes are compartmentalised into a nested hierarchy of structural features^6,7^, including megabase-scale topologically associating domains (TADs) that are largely invariant across cell types, and smaller, nested sub-TADs, chromatin loops and insulating neighbourhoods that are frequently reorganised between cellular states^8–17^. Constrained within the larger structural features, distal regulatory elements, such as enhancers, interact with target gene promoters through DNA looping to control promoter activity. Distal elements can loop to several genes, and genes can interact with multiple distal elements, resulting in complex three-dimensional (3D) interaction networks that are often re-wired upon cell state change^5,14,18,19^. The formation of regulatory interactions is directed in part by the cell type-specific occupancy of chromatin proteins and transcription factors^20^. The binding of these factors is often sensitive to epigenetic marks such as DNA methylation, and thus the close interplay between epigenetics and chromatin topology is critical for the appropriate gene regulatory control of cell state transitions. Investigating how chromatin interactions track with a changing epigenetic and gene regulatory landscape is important for understanding the principles of genome organisation and transcriptional control.

One of the most striking periods of epigenome reorganisation occurs as pluripotent stem cells (PSCs) transition from a naive state to a primed state. During this transition, DNA methylation levels rise from ~20% to ~70% genome-wide and there is a dramatic gain in promoter-associated H3K27me3 at several thousand genes^21–27^. These events recapitulate similar molecular transitions as embryos progress from pre- to post-implantation stages of development^28–31^ and PSCs therefore provide a tractable system to investigate these processes. In mouse PSCs, global epigenetic changes occur in parallel with the reorganisation of gene regulatory interactions that take place within largely preserved structural domains^17,32^. For example, the acquisition of H3K27me3 at gene promoters during the transition from a naive to a primed state is concomitant with the emergence of a long-range network of promoter–promoter interactions that connect the H3K27me3-marked regions^33^. This spatial network is thought to constrain the transcriptional activity of developmental genes^34^. In human PSCs, the mapping of a subset of DNA interactions that are cohesin-associated revealed that the positioning of long-range structural loops is similar between naive and primed states, suggesting that their TAD and insulated neighbourhood structures are largely preserved^35^. Within those domains, however, individual interactions connecting active enhancers to cell-type-specific genes are re-wired between naive and primed states. This raises the possibility that nested within TADs and cohesin-mediated loops, altered interactions between genes and their regulatory elements have widespread effects on controlling transcriptional changes in pluripotent state transitions. There is a pressing need, therefore, to compare regulatory interactions between enhancers and their target genes in human PSC states globally and at high resolution, and to use these data to unravel the nested structures of genome organisation.

Chromatin conformation capture technologies such as Hi-C can reveal genome-wide spatial DNA interactions^36^ and can be combined with sequence enrichment to increase coverage of interactions at genomic features such as promoters (promoter-capture Hi-C; PCHi-C)^37,38^. The rapid progress in experimental methods requires new ways to maximise the discovery of novel insights from the resulting interaction data^39^. Network approaches have been applied successfully to global Hi-C data by using network modularity to identify communities of interacting loci that represent high-level chromatin features such as TADs and sub-TADs^40–42^. In particular, Pancaldi and colleagues pioneered the development of chromatin assortativity networks, based on the extent to which promoter-interacting regions share chromatin properties, to uncover the relative importance of specific epigenetic states and transcription factors to gene regulatory organisation^43^. What has not been reported so far, however, is the generation of a combined and highly scalable network to compare the global interactomes and epigenetic landscapes between cell types, nor the application of different visualisation methods to provide additional organisational information to the networks.

To investigate the hierarchical differences in 3D genome organisation between naive and primed human PSCs, we used Hi-C^36^, PCHi-C^37,38^, and chromatin profiling to generate an annotated high-resolution atlas of ~130,000 DNA interactions in these two cell states. By developing a computational approach to integrate and visualise the atlas at a network level, we identify striking differences in organisational features between the two cell states at multiple spatial scales. Prominent genomic features included large, highly connected hubs of interacting genes, such as the protocadherin and histone H1 families, which changed substantially in interaction frequency and in their transcriptional co-regulation between pluripotent states. Additionally, small hubs frequently merged through newly formed Polycomb-associated interactions to form larger networks in primed cells. We also identified widespread state-specific differences in enhancer activity and interactivity, whereby a surprisingly low proportion of active enhancers were shared between the two pluripotent cell types. By mapping pluripotency factor occupancy, we found that changes in enhancer state corresponded with an extensive reconfiguration of OCT4, SOX2 and NANOG binding and transcription of their target gene promoters. Our findings uncover a global reorganisation of promoter interactions at multiple spatial scales that occurs during the transition from naive to primed PSCs, thereby providing insights into the chromatin-based gene regulatory control of human development and pluripotency.

## Results

### Mapping promoter interactions and chromatin states in naive and primed human PSCs

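Promoter Capture Hi-C (PCHi-C) and Hi-C libraries were made from naive and primed PSCs of the established human embryonic stem cell line H9 NK2. Hi-C digests fixed chromatin with HindIII, ligates DNA ends that lie close together in the nucleus and sequences the joined pairs. PCHi-C then captures the pairs that contain a promoter fragment by hybridisation to RNA baits. For PCHi-C, 2 biological replicates were sequenced per cell type. The authors mapped and filtered the read pairs on GRCh38 with HiCUP and combined the replicates within CHiCAGO, which scores each pair of HindIII fragments by how far its reads exceed the background for its distance. The deposited lists hold the pairs with a CHiCAGO score of at least 5, each with its score and its read number after the replicates were scaled and combined. There is therefore 1 list per cell type, and a difference between the lists has no replicate check. The intervals given for counts and shares cover counting error only. The naive list has 81606 lines and the primed list 91136. After pairs listed from both baits were merged, 79330 interactions remained in naive PSCs and 88985 in primed PSCs. The median read number of an interaction was 22 in both lists and the lowest was 2. The reads of all interactions summed to 2868657 in naive PSCs and 3069060 in primed PSCs, which is the depth behind the calls but not the depth of the libraries. Each of the 88413 fragments in the lists had the same start and end as a HindIII fragment of the reference genome, and 15982 of them carried a bait. Promoters were assigned to fragments from GENCODE release 44 as the transcript start and the 1000 bp upstream of it, whereas the study used an earlier Ensembl annotation.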

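A single Hi-C library per cell type was deposited as di-tag counts for pairs of 100 kb bins, mapped and filtered by the authors with HiCUP and not normalised. The naive file holds 31310843 contacts and the primed file 52056334, of which 6631099 and 7235791 join different chromosomes. The files differ in what they list within chromosomes. The naive file lists 244735 pairs of bins there and the primed file 5333608. At a distance of 100 kb the naive file lists 99.9% as many pairs as the primed file, at 1000 kb 30.8% and at 5000 kb 0.523%. The pairs that it does list at 900 kb have a mean of 35.6 contacts, against 35.4 for all those in the primed file. Relative to the coverage of both bins, the lowest 1% of listed pairs reached 0.532 of the median in the naive file and 0.126 in the primed file (median over chromosomes). The naive file therefore leaves out pairs under a bound that rises with coverage. For this reason Hi-C peaks, aggregate enrichment and sums of long-range contacts were computed for primed PSCs only, and contacts between chromosomes and between nearby bins were compared between cell types. With 1 library per cell type, no Hi-C difference has a replicate check.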

We used Hi-C and PCHi-C to profile the global, high-resolution interactomes of 22,101 promoters in isogenic human naive and primed PSCs (cultured in t2iL+PKCi^22^ and TeSR-E8^44^ feeder-free conditions, respectively). There was a strong concordance in pairwise interaction read counts between the biological replicates of the same cell type (*r*^2^ > 0.95; Supplementary Fig. 1a). 

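Within chromosomes, 79139 interactions were listed in naive PSCs and 88712 in primed PSCs, 1.12 times as many (95% interval 1.11 to 1.13 for the ratio of 2 counts). They started from 14061 baited fragments in naive PSCs and 13583 in primed PSCs. The median CHiCAGO score was 6.58 in naive PSCs and 6.67 in primed PSCs. The median linear distance between the fragments' middles was 238860.5 bp in naive PSCs and 308215.75 bp in primed PSCs. A score of at least 10 moved the ratio to 1.24, with 12390 interactions in naive PSCs and 15418 in primed PSCs. A minimum of 10 reads per interaction left 74039 in naive PSCs and 81857 in primed PSCs.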

PCHi-C data normalisation and signal detection using the CHiCAGO pipeline^37,45^ identified 75,091 significant *cis*-interactions between baited promoters and other genomic regions in naive PSCs, and 83,782 in primed PSCs (Supplementary Fig. 1b). Just under half of the interactions were common to both cell types (*n* = 39,360). 

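The same pair of HindIII fragments was listed in both cell types for 39360 interactions, cis and trans together. These were 49.6% of the naive interactions (95% Wilson interval 49.3 to 50.0) and 44.2% of the primed interactions (43.9 to 44.6). Only pairs that reach the score threshold are listed, so a pair just under the threshold in the other cell type counted as cell type-specific. When both ends only had to lie within 10 kb of those of an interaction in the other cell type, 69.3% of the naive and 65.1% of the primed interactions were common. This was the alternative that moved the share most.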

Pile-up plots showed that interaction signals are present in the same regions in both the PCHi-C and Hi-C datasets, and, as anticipated from prior studies^37,38,45^, the signals are stronger in the PCHi-C data due to the higher coverage at these interacting regions compared with their respective Hi-C samples (Supplementary Fig. 1c). 

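Between chromosomes, 191 interactions were listed in naive PSCs and 273 in primed PSCs. Together they made 354 different pairs of fragments, 0.275% of the 128955 interactions listed in either cell type (95% Wilson interval 0.247 to 0.305).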

As expected, *trans*-interactions represented a small minority of promoter interactions (354 interactions). In both cell types, the majority of significant interactions were between the promoters of protein-coding genes and non-promoter genomic regions (Supplementary Fig. 1b). 

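A baited promoter fragment was joined to a fragment without a bait in 68893 interactions in naive PSCs, 86.8% of all (95% Wilson interval 86.6 to 87.1). In primed PSCs these were 79025 interactions, or 88.8% (88.6 to 89.0). The remaining 10437 naive and 9960 primed interactions joined baited fragments to each other. The split rests on the baits named in the deposited lists and was not restricted to protein-coding genes.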

To functionally annotate the interactomes, we integrated new and published histone ChIP-seq datasets to assign ChromHMM-defined^46^ chromatin states to the genome including interacting regions (Supplementary Fig. 1d, e). These chromatin state maps identified regions that are associated with active and poised classes of promoters and enhancers, Polycomb-bound sites and heterochromatin marks. Processed datasets from this large-scale resource are available through the Open Science Framework (https://osf.io/jp29m) and Supplementary Dataset 1, and sequencing data have been deposited to the Gene Expression Omnibus (accession ‘GSE133126’).

### Network visualisation of promoter interactomes

We next developed a computational approach called Canvas (Chromosome architecture network visualisation at scales) to visualise and integrate high-resolution, capture-based DNA interaction data and chromatin states at a network scale. Network graphs were constructed where each node of the network represents an individual *Hin*dIII genomic fragment (average size, 4 kb) and each edge represents a CHiCAGO-called^45^ significant interaction between nodes (Fig. 1a). We combined all significant interactions detected in naive and primed PSCs to produce a single, unified network graph, which retains information about whether an interaction is shared or cell type-specific (Fig. 1a). 

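Taken as nodes and edges, the interactions of both lists gave a network of 88413 HindIII fragments joined by 128955 edges. The naive interactions touched 61866 of these fragments and the primed interactions 66597. The median length of the interacting fragments was 3009 bp.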

The combined network was visualised with a force-directed layout^47^ that positions highly interacting nodes closer together and pulls less interacting nodes apart (Fig. 1b).

**Fig. 1:**
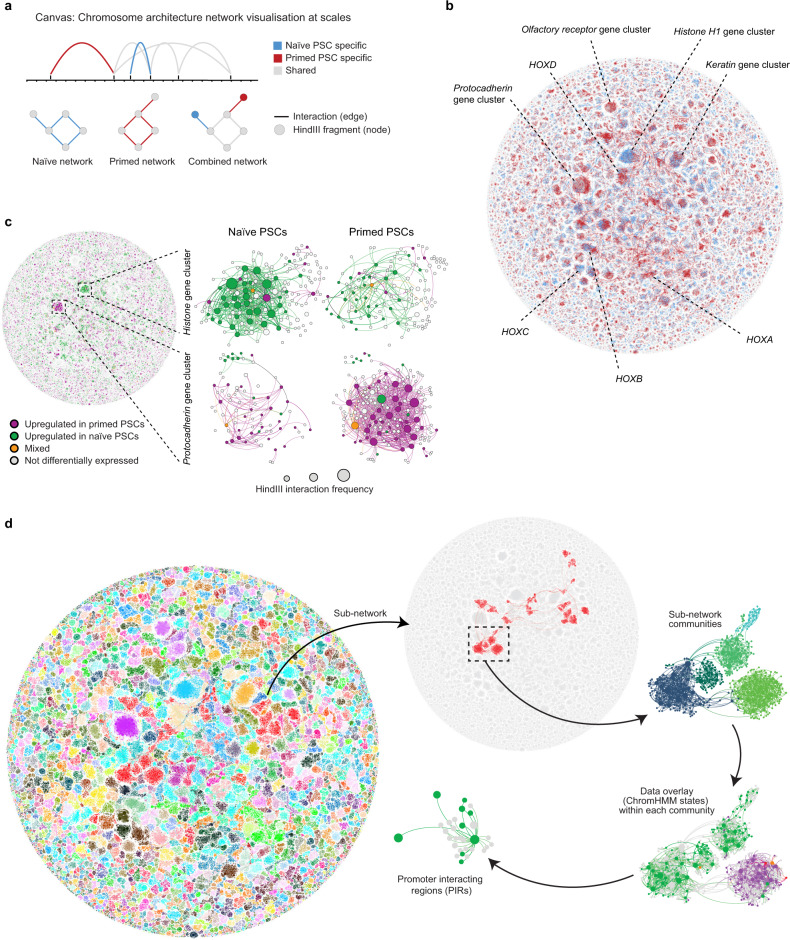
Multiscale exploration of promoter-interaction data using force-directed network graphs. **a** Representation of PCHi-C data as arc diagrams (upper) and as corresponding network graphs (lower). Interacting *Hin*dIII genomic fragments are depicted as nodes that are connected by edges (significant interactions). A combined network graph is created by merging naive and primed human PSC datasets whilst retaining cell type-specific information. Blue, naive-specific nodes and edges; red, primed-specific nodes and edges; grey, shared nodes and edges. **b** Canvas produces a force-directed layout of the combined, whole-network graph. Nodes that interact more frequently are pulled closer together, and less interacting nodes are pushed further apart. **c** Differential gene expression (*P*-adj < 0.05; *n* = 3 biologically independent samples per cell type) categories between naive and primed PSCs overlaid onto the combined network graph. The ‘mixed’ category refers to the small subset of nodes that contain two or more genes that differ in the direction of their transcriptional change. Expanded examples are shown for the histone *H1* gene cluster (upper) and the protocadherin gene cluster (lower). The size of each node corresponds to the number of interactions (degree) of the node. **d** The network graph (left) shows the combined promoter interactomes for naive and primed PSCs, visualised using Canvas. Each sub-network is assigned a different colour. Following the arrow, the next part of the figure shows a single, isolated sub-network (the largest sub-network in the dataset). The boxed region is expanded in the next area of the figure to show the distinct, sub-network communities that have high internal interactivity. The same communities and structure are shown in the next part of the figure, where the nodes are coloured according to their predominant chromatin state (green, active; orange, bivalent; red, polycomb-only; purple, heterochromatin; grey, background). A small part of the community is magnified in the final area of the figure to show all of the interacting regions for one promoter.

Annotating naive-specific and primed-specific interactions onto the combined network uncovered large clusters with high and uniform cell-type-specific interactivity, which have not been reported previously in PSCs. 

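Sub-networks, the connected parts of the combined network, were ranked by the difference in the number of edges between the cell types. On chromosome 14, from 28741774 to 61326132, the sub-network that contains *NKX2-1* and *NKX2-8* had 498 edges in naive PSCs and 1019 in primed PSCs. On chromosome 2, from 161217933 to 222617413, the sub-network that contains *GAD1* and the *HOXD* genes had 739 edges in naive PSCs and 1027 in primed PSCs. On chromosome 1, from 180226390 to 223690357, the sub-network that contains *LHX9* had 383 naive and 640 primed edges. With the protocadherin genes and a sub-network centred on chromosome 5, these are the 5 that gained most edges in primed PSCs.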

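The protocadherin genes lie on chromosome 5, and the sub-network that holds all 48 of their baited fragments spans 140173118 to 141617730 of GRCh38. It had 528 edges in naive PSCs and 1095 in primed PSCs, with 435 present in both. This is 2.07 times as many in primed PSCs (95% interval 1.87 to 2.30), and none of the edges exceeded 1 Mb. All 6 baited fragments of the histone *H1* genes belong to a sub-network that spans 26016454 to 34503049 on chromosome 6 and also holds core histone genes such as *H2AC12* and *H2BC12*. It had 1578 edges in naive PSCs and 1125 in primed PSCs, with 721 present in both. This is 1.403 times as many in naive PSCs (1.30 to 1.51). Of these edges, 315 in naive PSCs and 69 in primed PSCs were longer than 1 Mb. A CHiCAGO score of at least 10 moved both ratios most, to 2.59 for the protocadherin genes and 2.21 for histone *H1*.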

Two of the most prominent examples of this are the histone *H1* genes in naive PSCs and the protocadherin genes in primed PSCs (Fig. 1b and Supplementary Fig. 2a). 

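As connected parts of the combined network, the protocadherin sub-network had 165 nodes and 1188 edges, and the sub-network with the histone *H1* genes had 647 nodes and 1982 edges. The latter also contains fragments of other chromosomes, joined by trans-interactions. Multi-level community detection was run with 10 random seeds on each sub-network. The histone *H1* sub-network had a modularity of 0.735 to 0.736, and the community with all 6 histone *H1* fragments, from 26016454 to 27898290 on chromosome 6, held 102 to 104 nodes and 746 to 763 edges. The modularity of the protocadherin sub-network was 0.207 to 0.231, under the limit above which the study divides a sub-network.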

The histone *H1* cluster contained 198 nodes connected by 984 edges, and the protocadherin cluster contained 165 nodes and 1188 edges. Overlaying transcriptional information onto each node showed that the higher promoter interactivity within the histone *H1* and in the protocadherin clusters is associated with increased expression of nearly all genes within each cluster, implying a coordinated transcriptional response (Fig. 1c and Supplementary Fig. 2b). Not all large gene clusters that changed interaction frequency between cell types showed differential expression, as exemplified by the keratin and olfactory receptor gene regions (Fig. 1b and Supplementary Fig. 2a, b). 

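The sub-network with the keratin genes on chromosome 17 (40600512 to 41688664) had 526 edges in naive PSCs and 608 in primed PSCs. The keratin genes on chromosome 12 share a sub-network with the *HOXC* genes, which had 790 naive and 727 primed edges. On chromosome 21, the sub-network with most of the keratin-associated protein genes, 21 of 29 baited fragments (30345257 to 31090565), had 79 naive and 54 primed edges. Of the olfactory receptor genes, 16 of 28 baited fragments on chromosome 1 were in a sub-network (246800941 to 248918036) with 131 naive and 188 primed edges. Those on chromosome 11 were spread over several sub-networks. The one with most of them, 54 of 125 baited fragments, had 1212 edges in naive PSCs and 1231 in primed PSCs. Expression of these genes was not analysed here.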

We also generated network graphs using each individual replicate to assess the reproducibility of the networks. We found that the key interaction landmarks are very consistent when comparing datasets, demonstrating good reproducibility between replicates (Supplementary Fig. 2c, d). Taken together, the combination of high-resolution DNA interactivity and gene regulatory information on a whole-network graph provides a systems-level visualisation of genome organisation, and uncovered large clusters of promoter interactions as prominent structural features in pluripotent cells.

### Multiscale exploration of promoter-interaction networks

Network reconstruction of the promoter-interaction data using Canvas allows the interrogation of genome organisation at multiple spatial levels. 

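The combined network fell into 2953 connected sub-networks. The median sub-network had 6 nodes, 792 had only 2 nodes, and the largest had 3860. The number was most affected by a CHiCAGO score of at least 7, with which there were 3518 sub-networks. Leaving out the trans-interactions left 2953.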

Viewed at the lowest magnification, the network graph consists of >3000 individual sub-networks of varying size (Fig. 1d). Using algorithms developed for the detection of community structure^48^, each sub-network can be further divided into communities that have high internal interactivity. We noticed that the positioning of the individual communities showed strong, significant overlap with TADs, which we identified separately using matched Hi-C data (Supplementary Fig. 3a–d). This finding demonstrates that Canvas is capable of using promoter-interaction data to define and visualise structural components of genome organisation. 

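Boundaries were located in the Hi-C counts as local minima of the contacts that span a position, summed over 500 kb to each side. The 100 kb bins of the deposited files do not allow the finer bins from which the study called TADs. This gave 3907 boundaries in naive PSCs and 3750 in primed PSCs. Of the primed boundaries, 3234 (86.2%) lay within 1 bin of a naive boundary. Boundaries placed at random were not compared, and with this many boundaries some would lie this close by position alone. The share is also a different measure from the paper's share of TADs.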

In agreement with previous studies^35,49^, the majority (70%) of TADs are shared between naive and primed PSCs (Supplementary Fig. 3a). 

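Boundary depth was measured as the log2 ratio of the highest contact sum within 5 bins to that at the boundary. At the 2714 boundaries placed in the same bin in both cell types, the median depth was 1.20 in naive PSCs and 1.17 in primed PSCs. The depth was greater in primed PSCs at 46.1% of them (95% Wilson interval 44.3 to 48.0). The sums reach pairs of bins up to 900 kb apart. The naive file lists 83.8% as many pairs as the primed file at a distance of 500 kb and only 39.9% as many at 900 kb, and the direction depended on how this was treated. When only pairs listed in both files were summed, a setting added after the naive file was seen to leave out pairs, the depth was greater in primed PSCs at 69.9% of 2950 boundaries (68.2 to 71.5). A window of 200 kb, also added after seeing the data, uses only nearby pairs. At a distance of 300 kb the naive file still lists 96.7% as many pairs. With this window the depth was greater in primed PSCs at 61.2% of 4560 boundaries (59.8 to 62.6).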

We additionally found, however, that the insulation score of TAD boundaries was higher in primed compared to naive PSCs (by 15%; naive: 0.80, primed 0.92; Supplementary Fig. 3b), suggesting there are differences in TAD boundary strength between the two cell types. In addition to communities, this mid-level visualisation of the network graph identified large interaction clusters, exemplified by the histone H1 and protocadherin genes that we described above. Finally, the highest visualisation level identifies high-resolution and detailed structure including potential *cis*-regulatory regions of individual baited gene promoters (Fig. 1d). Taken together, network scale visualisation of annotated promoter interactomes can provide an intuitive method for data exploration at several scales of 3D chromosome organisation to reveal features of genome architecture that range from higher-order chromatin structure down to individual promoter interactions.

### Long-range promoter interactions distinguish the two pluripotent states

To investigate the spatial regulation of human pluripotent states, we examined promoter-interaction changes that occur within each defined sub-network between naive and primed PSCs. We compared the number of nodes and the overall number of interactions within individual sub-networks. 

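Of the 2953 sub-networks, 1304 (44.2%, 95% Wilson interval 42.4 to 46.0) had both more nodes and more edges in primed PSCs, and 1279 (43.3%, 41.5 to 45.1) had more of both in naive PSCs. No difference was seen for 247. The balance shifted with the size of the change. By at least 20 edges, 236 sub-networks were larger in primed PSCs and 165 in naive PSCs. By at least 50 edges, the numbers were 103 and 42, and by at least 100 edges 36 and 5. Taking the same number of top-scoring interactions from each cell type moved the primed share of sub-networks larger in 1 cell type from 50.5% to 43.1%. With that setting 182 were larger in primed PSCs and 215 in naive PSCs by at least 20 edges, 69 and 61 by at least 50 edges, and 19 and 10 by at least 100 edges.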

Using this approach revealed that nearly all of the sub-networks that changed in the number of nodes and interactions between pluripotent states were larger in primed PSCs (Fig. 2a). 

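Summed over the sub-networks with more edges and nodes in primed PSCs, 20811 edges were gained in primed PSCs, and over those larger in naive PSCs 11303 edges were gained in naive PSCs. With the same number of interactions from each cell type, the sums were 15091 and 15135. These are nearly equal by construction, because both cell types then have the same number of edges. The gap between 20811 and 11303 likewise mostly reflects the larger number of interactions in the primed list. The interactions of each cell type were also made into a network of their own. The naive network had 3725 sub-networks with a mean of 16.6 nodes, the largest with 560. The primed network had 3405 with a mean of 19.6 nodes, the largest with 2256. Without interactions over 1 Mb, the largest sub-network had 390 nodes in the naive network and 315 in the primed network.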

Sub-networks in primed PSCs therefore contained a greater number of interactions and more nodes compared to sub-networks in naive PSCs (Fig. 2a). We observed similar trends when examining each replicate separately (Supplementary Fig. 4a). These findings suggest that smaller communities in naive PSCs come together to form larger sub-networks in primed PSCs.

**Fig. 2:**
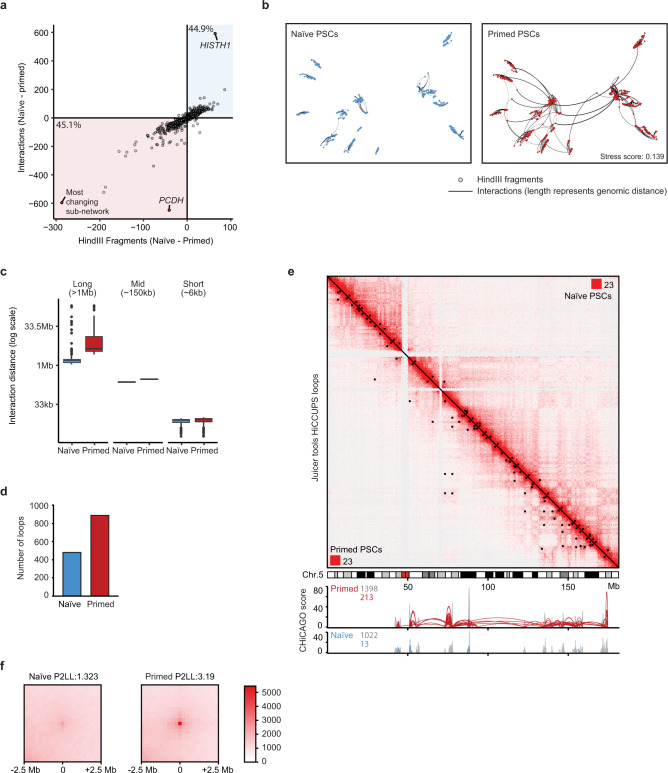
Long-range promoter interactions in primed PSCs drive genome conformation changes between pluripotent states. **a** Plot shows the number of interactions (edges) and the number of interacting *Hin*dIII fragments (nodes) for each sub-network in naive and primed PSCs. Each small circle represents a different, individual sub-network. The lower-left quadrant reveals sub-networks that are larger in primed PSCs, and the upper-right quadrant shows the small number of sub-networks that are larger in naive PSCs. The protocadherin (*PCDH*), histone *H1* (*HISTH1*) and ‘most changing’ (containing diverse genes) sub-networks are highlighted in red. **b** Multidimensional scaling representation (MDS) of the ‘most changing’ sub-network plotted using the linear genomic distance between nodes as edge weights. The measured stress score of 0.139 indicates there is a reasonable fit between the linear genomic distances and the spacing of the nodes as determined by MDS^111^. **c** Plot shows the distribution of linear genomic distances between interacting nodes in naive and primed PSCs, binned into long-, mid-, and short-range distances (*n* = 1000). The box bounds the interquartile range (IQR) divided by the median (horizontal line), and Tukey-style whiskers extend to a maximum of 1.5 × IQR beyond the box. Circles indicate individual outliers. **d** Plot shows the total number of long-range chromatin interactions identified on all chromosomes in naive and primed PSCs. **e** Hi-C interaction matrix of chromosome 5 at a resolution of 250 kb with Knight–Ruiz (KR) normalisation; upper right, naive PSCs; lower left, primed PSCs. Areas of contact enrichment were defined separately for naive and primed PSCs using HiCCUPS and each cell-type-specific set of chromatin interactions are highlighted as a black square on their respective heatmap. The two corner numbers indicate the maximum intensity values for the matrix. The tracks below the Hi-C heatmap show the PCHi-C interactions and CHiCAGO scores over the same region. **f** Heatmap shows the aggregate peak analysis (250 kb resolution) of all naive and primed chromatin interactions genome-wide for naive and primed PSCs. Chromatin interactions >5 Mb from the diagonal were used for the analysis. The ‘peak to lower left’ (P2LL) score denotes the enrichment of the central pixel over the pixels in the lower left quadrant.

To begin to understand the increased size of sub-networks in primed PSCs, we examined the sub-network that showed the largest change in the number of nodes and edges when comparing between pluripotent states. 

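With trans-interactions left out, the sub-network with the largest change in edges spans 41841535 to 174740239 on chromosome 5 and has 1401 nodes, with *OTP* and *FGF18* among the promoters of its most connected nodes. It had 1035 edges and 858 nodes in naive PSCs and 1611 edges and 1145 nodes in primed PSCs, and 570 of the edges were in both. With trans-interactions kept, it is part of the largest sub-network, which holds fragments of 7 chromosomes and had 3156 naive and 4383 primed edges.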

In naive PSCs, this sub-network was composed mainly of individual, separate communities that are distributed across chromosome 5 (Fig. 2b). However, in primed PSCs, these communities were connected by >200 long-range interactions (defined as >1 Mb in the linear distance) (Fig. 2b). 

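In naive PSCs the edges of this sub-network fell into 45 separate pieces on chromosome 5, the largest of them with 85 nodes. Only 31 of its naive edges were longer than 1 Mb, and leaving these out left the number of pieces and the size of the largest piece as they were.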

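In primed PSCs 236 edges of this sub-network were longer than 1 Mb. The primed edges formed 18 pieces, the largest of which had 901 nodes. Without the edges over 1 Mb, the primed network of this region fell into 38 pieces, with 96 nodes in the largest. From changes of this kind, the paper concludes that long-range promoter interactions join separate communities into larger sub-networks in primed PSCs.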

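Interactions longer than 1 Mb were counted for all fragments of a region, baited or not. The *HOXA* region (chromosome 7, 27091014 to 27202692) had none in naive PSCs and 52 in primed PSCs. The *HOXD* region (chromosome 2, 176091257 to 176192678) had 12 in naive PSCs and 114 in primed PSCs. Among *NKX* loci, the region from *NKX2-1* to *NKX2-8* on chromosome 14 had none in naive PSCs and 42 in primed PSCs, that from *NKX2-2* to *NKX2-4* on chromosome 20 none and 30, and that of *NKX2-3* on chromosome 10 none and 93. The region of *NKX6-1* on chromosome 4 had 1 in naive PSCs and 14 in primed PSCs.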

The acquisition of long-range interactions to create large sub-networks in primed PSCs was a common feature, as exemplified by regions on other chromosomes including the *HOXA*, *HOXD* and *NKX* loci (Supplementary Fig. 4b, c). In contrast, the only clear instance of a sub-network with more promoter interactions and nodes in naive PSCs was for the histone H1 locus (Supplementary Fig. 4b, c). 

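In the sub-network with the histone *H1* genes, edges decreased by 453 and nodes decreased by 65 from naive to primed PSCs. The next 4 with more edges and nodes in naive PSCs changed less. On chromosome 14 (39039493 to 50892424, with *PRPF39*, *GEMIN2* and *SEC23A*) edges decreased by 190. On chromosome 9 (32366674 to 35907135, with *SMU1* and *NFX1*) they decreased by 130, on chromosome 2 (25979825 to 28927366, with *IFT172* and *NRBP1*) they decreased by 122, and on chromosome 12 (55706548 to 57927874, with *SMARCC2* and *RPS26*) they decreased by 121. The sub-network centred on chromosome 9 holds fragments of 3 chromosomes, so its decrease is not all in that interval. With trans-interactions left out it is not among the 5 largest decreases. The last of those 5 is on chromosome 8 (65772378 to 67191077), where edges decreased by 98.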

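Interactions longer than 1 Mb numbered 1334 in naive PSCs, 1.69% of the cis-interactions (95% Wilson interval 1.60 to 1.78), and 5985 in primed PSCs, 6.75% (6.58 to 6.91). This is 4.49 times as many in primed PSCs (4.23 to 4.76 for the ratio of 2 counts). Over 5 Mb there were 17 in naive PSCs and 431 in primed PSCs, and over 10 Mb there were 16 and 313. The ratio over 1 Mb was 4.75 at a CHiCAGO score of at least 7 and 5.09 at a score of at least 10. Of the settings that kept the limit of 1 Mb, a minimum of 10 reads per interaction moved it most, to 5.81. The very long interactions rest on few reads, and with the same minimum only 1 naive and 4 primed interactions over 5 Mb were left. Chromosome 6, which carries the histone genes, held 396 of the naive interactions over 1 Mb.

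**Figure D1:**
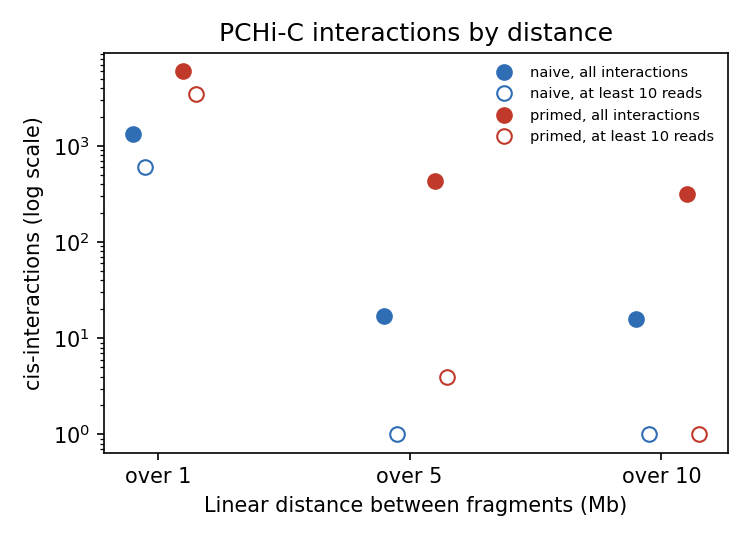
Number of PCHi-C cis-interactions longer than 1, 5 and 10 Mb (horizontal axis) in naive PSCs (blue) and primed PSCs (red), on a log scale. Filled points are all interactions and open points those with at least 10 reads; over 5 Mb the primed number drops from 431 to 4 with that minimum.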

Analysing all promoter interactions revealed a substantial increase in their number and linear distance in primed compared to naive PSCs (Fig. 2c) and this difference was independent of the applied CHiCAGO threshold (Supplementary Fig. 4d).

We next confirmed the difference in the number of long-range promoter interactions between pluripotent states using an alternative approach that is independent of promoter capture. We analysed our Hi-C data using HiCCUPS^12^, which is an algorithm that calls interaction ‘peaks’ when a pair of loci show elevated contact frequency relative to the local background. This approach revealed that the number of long-range chromatin interactions (>1 Mb) was substantially higher in primed (*n* = 889) compared to naive PSCs (*n* = 480) (Fig. 2d). This striking difference is exemplified for several chromosomes by overlaying the identified peaks onto Hi-C contact matrices (Fig. 2e and Supplementary Fig. 5). 

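In the primed Hi-C library, peaks were called with the local backgrounds of HiCCUPS and the study's window, peak width, merging distance and false discovery rate of 0.1. Bins of 200 kb were used because the study's 250 kb bins cannot be built from the 100 kb bins of the files, and the matrix was balanced by iterative correction. This gave 1410 peaks longer than 1 Mb in primed PSCs, of which 558 were longer than 5 Mb. A false discovery rate of 0.01 lowered the number over 1 Mb most, to 903. Thinning the primed library at random to the naive depth between adjacent bins gave 1262. Peaks were not computed for naive PSCs, whose file leaves out most long-range pairs.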

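The 1410 primed Hi-C peaks were compared with the PCHi-C interactions longer than 1 Mb, allowing 1 bin of 200 kb at each end. A primed PCHi-C interaction lay at 284 peaks, or 20.1% (95% Wilson interval 18.1 to 22.3). When the peaks were moved to random positions on their chromosomes 100 times, the mean was 33.9 peaks and the highest was 47. A naive PCHi-C interaction lay at 62 of the primed peaks, or 4.40% (3.45 to 5.60), against a mean of 10.5 for the moved peaks and a highest of 18. PCHi-C is captured from Hi-C library DNA, and whether from the library of the Hi-C file is not stated. Both may therefore hold the same molecules, and the overlap may not be an independent check.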

Importantly, the interaction peaks identified by HiCCUPS in primed PSCs matched the positions of long-range promoter interactions detected by PCHi-C (Fig. 2e), thereby validating the presence of the promoter-capture interactions. To visualise the contact enrichment at the identified peaks in naive and primed PSCs more closely, we applied Aggregate Peak Analysis^12^ to the long-range interaction loci. We found there was a stronger enrichment (by ~2.5-fold) at these aggregated sites over local background levels in primed PSCs compared to naive PSCs (Fig. 2f). This result confirms the observed differences in long-range contact frequency between pluripotent cell types. 

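The primed Hi-C library was aggregated over the PCHi-C interactions longer than 5 Mb, in 200 kb bins of the balanced matrix. Over the interactions of both cell types, at 163 pixels, the centre had 3.69 times the mean contacts of the lower left corner (95% bootstrap interval over pixels 2.82 to 5.04). In 100 sets of random positions at the same distances, the median ratio was 0.539 and the highest was 0.713. The naive interactions alone, at only 13 pixels, had a ratio of 10.8 in this primed library (5.95 to 18.8). Raw contacts gave 2.16, and taking interactions longer than 1 Mb moved the ratio most, to 1.77. Only 186 of those 1557 pixels lay far enough from the diagonal to be used. Random sets were lower at that setting too, with a median of 0.261 and a highest of 0.406. The lower ratio is therefore no sign of a weaker enrichment over random positions. As for the peaks, PCHi-C and Hi-C may hold the same molecules. The naive library was not aggregated, so the difference between the cell types was not measured. From its own comparison of both cell types in Fig. 2f, the paper concludes that they differ in long-range contact frequency.

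**Figure D2:**
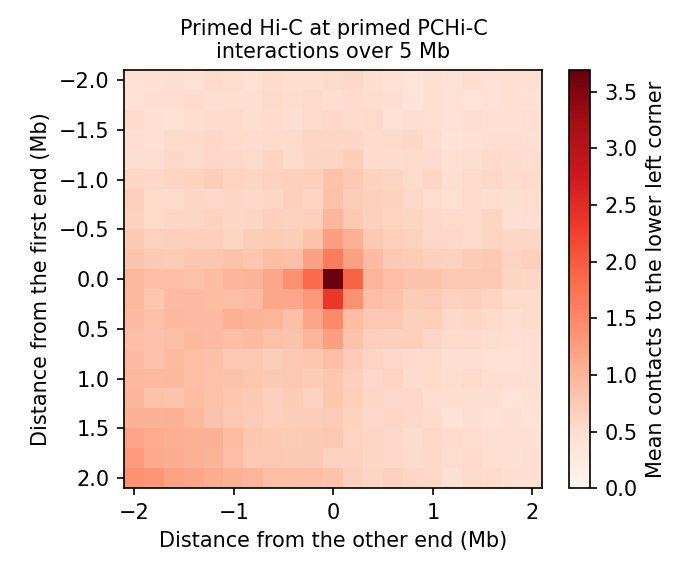
Mean primed Hi-C contacts around the 157 pixels of primed PCHi-C interactions longer than 5 Mb, relative to the lower left corner. Both axes give the distance from an end of the interaction in Mb; the central pixel stands at 3.69.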

Taken together, long-range promoter interactions are a dominant feature in primed PSCs that connect individual communities into larger sub-networks.

### Acquisition of Polycomb-associated interaction networks in primed human PSCs

To characterise the properties of the long-range promoter interactions, we investigated the chromatin states of the individual *Hin*dIII fragments. The chromatin state of regions that are brought together by long-range interactions differed between the two cell types. The longest interactions in naive PSCs were marked by active chromatin states at the promoter and at the interacting region (Fig. 3a, left). The clear majority of these interactions and their chromatin states were also present in primed PSCs (Fig. 3a, left). In contrast, the longest interactions in primed PSCs were dominated by bivalent chromatin states (dual H3K27me3 and H3K4me1/3 methylation) at both ends of the interaction (Fig. 3a, right). 

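The 1000 longest cis-interactions of naive PSCs were each at least 1108337.5 bp long and had a median of 8 reads. Of these, 454 were listed in primed PSCs between the same fragments, 45.4% (95% Wilson interval 42.3 to 48.5). Allowing both ends to lie within 10 kb moved the share most, to 76.0% (73.3 to 78.5). Among the 500 longest it was 31.6% (27.7 to 35.8). Chromatin states were not analysed here.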

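The 1000 longest cis-interactions of primed PSCs were each at least 2568231.5 bp long and had a median of 5 reads. Between the same fragments, 47 of them were listed in naive PSCs, 4.7% (95% Wilson interval 3.55 to 6.19). With both ends allowed to lie within 10 kb this was 9.1%, and among the 500 longest it was 2.2%.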

Only one-third of these regions were classified as bivalent in naive compared to primed PSCs (208/1000, naive; 655/1000, primed) and very few of these interactions were detected in naive PSCs (*n* = 37/1000; Fig. 3a), suggesting that they are formed de novo upon the transition from naive to primed pluripotency.

**Fig. 3:**
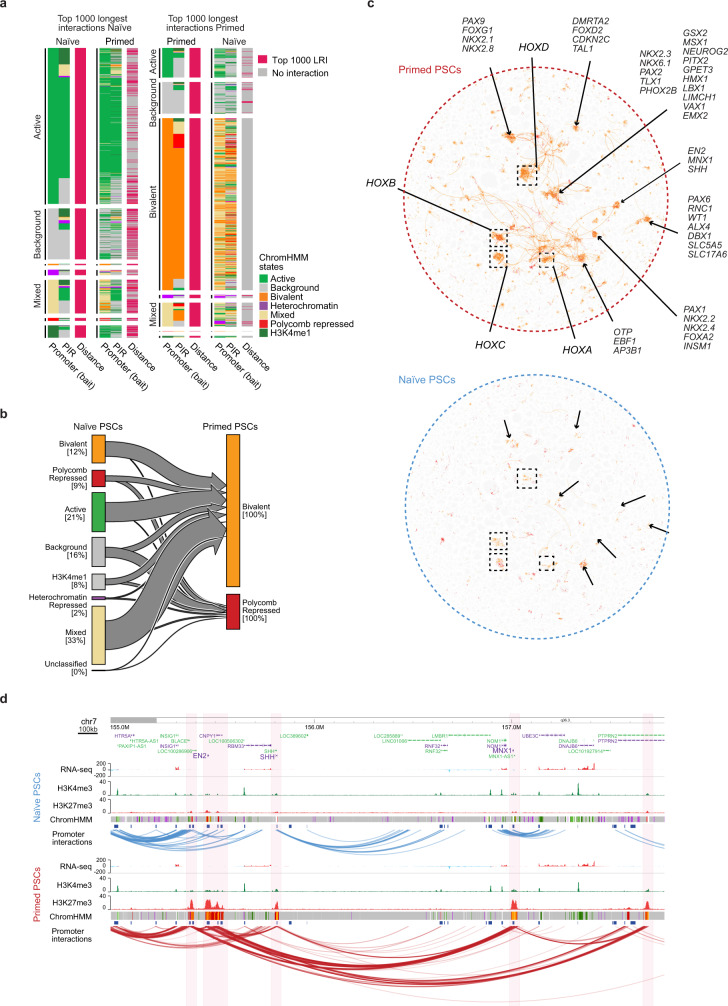
Long-range promoter interactions are associated with bivalent chromatin in primed human PSCs. **a** Heatmaps show the chromatin states of the promoters and promoter-interacting regions (PIRs) that are connected by the longest interactions in naive (left) and primed (right) PSCs. Each heatmap is ordered and divided by the chromatin state of the promoter *Hin*dIII fragment. **b** Plot shows the chromatin states of *Hin*dIII fragments in naive PSCs that transition into the bivalent or Polycomb-associated states in primed PSCs. The percentages shown are within each state. **c** Visualising all bivalent and Polycomb-associated interactions on the network graph highlights several interaction clusters particularly in primed PSCs (upper) that contain many developmental genes. The clusters, together with the interactions, are largely absent in naive PSCs (lower). **d** Genome browser view in naive (upper) and primed (lower) PSCs of a ~2.5 Mb region that contains several developmental genes including *EN2*, *SHH* and *MNX1*. Significant promoter interactions are shown as blue and red arcs. ChIP-seq (H3K4me3 and H3K27me3) and strand-specific RNA-seq tracks are shown. Chromatin states for each genomic region were defined by ChromHMM^46^ using ChIP-seq data (active chromatin, light green; H3K4me1-only chromatin, dark green; bivalent chromatin, orange; Polycomb-associated, red; heterochromatin, purple; background, grey).

To further investigate the establishment of H3K27me3-associated interaction networks in primed PSCs, we examined the chromatin state of these same regions in naive PSCs. Approximately one-quarter of the regions were already marked by H3K27me3 in naive PSCs (Fig. 3b). More commonly, the regions were classified as active or mixed state chromatin in naive PSCs, and therefore acquired H3K27me3 during the transition to primed PSCs (Fig. 3b). A closer look at the individual *Hin*dIII fragments that were classified as mixed chromatin state in naive PSCs revealed that these regions contained patches of active and repressive chromatin states (Supplementary Fig. 6a), commonly with H3K4me1/3-only peaks residing within larger blocks of H3K27me3. This implies that the H3K4me1/3-marked sites are protected from H3K27me3 in naive PSCs, but that H3K27me3 spreads throughout the region in primed PSCs. Genes within these regions were associated with developmental processes, with examples including *DLX*, *GATA* and *HOX* factors (Supplementary Fig. 6b).

Using Canvas to visualise all H3K27me3-associated interactions clearly highlights the differences between pluripotent states. This category of interactions formed numerous highly interacting clusters in primed but not naive PSCs (Fig. 3c). Individual clusters were connected through long-range interactions and, remarkably, nearly all (98%) of the long-range *cis*-interactions within the dataset were associated with bivalently-marked promoters (Supplementary Fig. 6c).

Protein-coding genes belonging to the major developmental gene families were spatially organised within the H3K27me3-associated interaction network in primed PSCs (*n* = 696; Fig. 3c). This large gene set was strongly enriched for transcriptional regulators and homeobox-containing factors (Supplementary Dataset 2). For example, a region on chromosome 7 that includes *SHH*, *EN2* and *MNX1* formed a highly interacting cluster in primed PSCs through the presence of long-range interactions that align closely to H3K27me3 peaks (Fig. 3d). 

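The region from the *EN2* promoter to that of *MNX1* spans 155454989 to 157013086 on chromosome 7. All fragments of this region, including those of *SHH* and of other genes, had 49 interactions in naive PSCs and 168 in primed PSCs. Of these, 13 in naive PSCs and 55 in primed PSCs had both ends in the region. None in naive PSCs and 92 in primed PSCs were longer than 1 Mb. Promoter fragments of *SHH* and *EN2* were joined by 3 interactions in primed PSCs, those of *SHH* and *MNX1* by 4 and those of *EN2* and *MNX1* by 1, and none of these were listed in naive PSCs. H3K27me3 was not analysed here.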

Other examples include the *HOX* gene loci, where we detected long-range *cis*-interactions and also *trans*-interactions with regions on other chromosomes, including the *HOX* clusters themselves (Supplementary Fig. 7a). 

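Interactions longer than 1 Mb with an end in the *HOXB* region (chromosome 17, 48526637 to 48730085) or the *HOXC* region (chromosome 12, 53931477 to 54054725) numbered 10 each in primed PSCs and none in naive PSCs. Trans-interactions with a *HOX* cluster were listed only in primed PSCs, and there were 3. *HOXD4* was joined to a fragment at 24201643 on chromosome 7 with a CHiCAGO score of 38.7 from 6 reads. *HOXB2* was joined to the *OTP* promoter on chromosome 5 with a score of 11.6 from 3 reads, and *HOXB9* to the fragment of *NR2E1* and *OSTM1* on chromosome 6 with a score of 7.62 from 3 reads. None of them joined a *HOX* cluster to another. In Hi-C, the 4 clusters had 25 contacts with each other in primed PSCs, where 0.310 were expected from the trans contacts of their bins, a ratio of 80.6 (95% Poisson interval 52.2 to 119). *HOXB* and *HOXC* shared 14 of them, *HOXA* and *HOXB* 6, *HOXA* and *HOXC* 3, and *HOXB* and *HOXD* 2. In naive PSCs there were 2 contacts, where 0.478 were expected.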

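Interactions with both ends inside a *HOX* cluster were few in naive PSCs. Inside *HOXA* there were none in naive PSCs and 18 in primed PSCs, and inside *HOXB* 2 and 74. Inside *HOXC* there was 1 in naive PSCs, against 43 in primed PSCs, and inside *HOXD* there were none and 6. Fragments of the clusters did interact with regions outside their cluster in naive PSCs. All interactions with an end in the *HOXC* region numbered 212 in naive PSCs and 179 in primed PSCs, whereas those of the *HOXA* region numbered 104 and 226.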

The lower levels of H3K27me3 at gene promoters in naive PSCs corresponded to the absence of interactions within the *HOX* loci (Supplementary Fig. 7b, c). Three-dimensional DNA-FISH experiments validated these findings by showing that in primed PSCs, *HOXD10/11* and *DLX1/2* loci were in closer proximity compared to *HOXD10/11* and a control locus that is equidistant in the opposite direction along the chromosome (Supplementary Fig. 7d). In contrast, in naive PSCs, there was no difference in the proximity between *HOXD10/11*—*DLX1/2* and *HOXD10/11*—control locus (Supplementary Fig. 7d). Taken together, these results reveal that the majority of long-range interactions connect regions that gain H3K27me3 during the naive to primed conversion, thereby creating large spatial networks of developmental genes in primed PSCs.

### Pluripotent state-specific enhancer activity and interactivity

Our current understanding of the differences in gene regulatory control between human pluripotent states is incomplete due to the lack of global and high-resolution mapping of promoter cis-regulatory interactions. To overcome this important knowledge gap, we annotated enhancers in naive and primed PSCs and then used PCHi-C data to identify the target gene promoters for those enhancers. We defined super-enhancers (SEs) by running H3K27ac ChIP-seq data through the ranking of super-enhancer (ROSE) pipeline^50,51^. This approach identified 182 naive-specific SEs and 62 primed-specific SEs (Fig. 4a). We also curated ~600–700 SEs that are shared between both cell types (Fig. 4a). Integrating the enhancer annotations with the PCHi-C data identified the gene promoters that interact with each SE. Remarkably, the majority of SE-target genes (85%, n=931) were cell type-specific and only 15% of genes were contacted by SEs in both naive and primed PSCs (Fig. 4b). In particular, there were a large number of gene promoters (n=633) that interacted with a shared SE only in naive PSCs (Supplementary Fig. 8a). In contrast, relatively few promoters (n=250) interacted with a shared SE only in primed PSCs (Supplementary Fig. 8a). Based on this, we hypothesised that SEs might interact with more promoters in naive compared to primed PSCs, however, we found that the number of interacting promoters per SE was very similar between the two cell types (Supplementary Fig. 8b,c). 

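The interactions of the promoter fragments of *IL6*, *GDF3*, *TET1* and *REST* were counted, without regard to enhancers, whose positions were not used here. Only listed scores of at least 5 were counted for the genes of Fig. 4. For that figure the paper also accepted a lower score in 1 cell type where the other passed 5. *IL6* (chromosome 7, 22725884 to 22732002) had 20 interactions in each cell type, 16 of them in both. *GDF3* (chromosome 12, 7689784 to 7695775) had 5 in naive PSCs and 4 in primed PSCs. *TET1* (chromosome 10, 68560337 to 68694487) had 2 in naive PSCs and 1 in primed PSCs, and *REST* (chromosome 4, 56907876 to 56966808) had 12 in naive PSCs and 3 in primed PSCs. The 16 genes that Fig. 4b lists for naive PSCs had 140 different interactions in naive PSCs and 75 in primed PSCs. Of these genes, 14 had more in naive PSCs. The paper listed these genes for their super-enhancer contacts in the same PCHi-C data, so this excess may in part follow from that choice.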

Genes that interacted with SEs only in naive PSCs included members of signalling pathways such as *IL6* and *GDF3* and chromatin regulators such as *TET1* and *REST* (Fig. 4b). Similarly, genes in contact with a SE only in primed PSCs included transcription factors such as *KLF7*, *TCF4* and *ZIC2* (Fig. 4b). 

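*KLF7* (chromosome 2, 207074137 to 207173856) had 12 promoter interactions with any region in naive PSCs and 25 in primed PSCs. *TCF4* (chromosome 18, 55222185 to 55664787) had 6 and 11, and *ZIC2* (chromosome 13, 99981784 to 99986765) had 7 and 15. The 8 genes that Fig. 4b lists for primed PSCs had 68 different interactions in naive PSCs and 115 in primed PSCs. The exceptions in direction were *SALL2* and *FGF2*, each with 4 in naive PSCs and 3 in primed PSCs. This list too was drawn by the paper from contacts in the same data, so its excess in primed PSCs is no independent result.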

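*ACTB* (chromosome 7, 5526409 to 5563902) had 28 promoter interactions in naive PSCs and 25 in primed PSCs, 19 of them between the same fragments. *LIN28B* (chromosome 6, 104936616 to 105083332) had 6 in naive PSCs and 20 in primed PSCs, with 3 in common. Over the 8 shared genes of Fig. 4b there were 125 different interactions in naive PSCs, 153 in primed PSCs and 80 in common.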

Relatively few genes (*n* = 170) interacted with a SE in both cell types and this set of genes included *ACTB* and *LIN28B* (Fig. 4b). In line with the proposed capability of SEs to promote the expression of genes that are important for cell identity^50,52^, we observed a higher transcriptional output of SE-target genes in a cell type-specific manner and a comparable, high transcriptional output for genes contacted by SEs in both cell types (Fig. 4c). The large number of cell type-dependent gene promoters that contact SEs demonstrates the substantial changes in SE activity and interactivity that occur between the two pluripotent states.

**Fig. 4:**
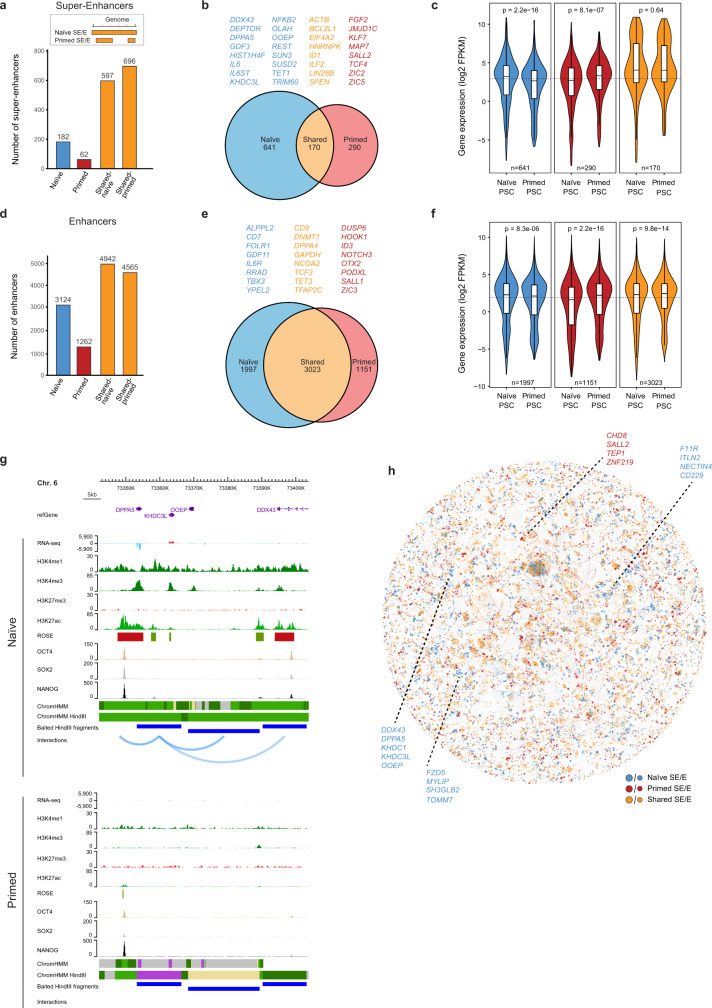
Dynamics of enhancer activity and interactivity between human pluripotent states. **a** Plot showing the number of ROSE-called SEs in naive and primed PSCs. As illustrated in the diagram, two values are given for shared SEs because a SE in one cell type may overlap with two individually called SEs in the other cell type. **b** Diagram showing the number of genes that are contacted by SEs in the two pluripotent cell types. Shared genes (orange) are genes that are contacted by SE elements in both naive and primed PSCs. Naive-specific genes (blue) and primed-specific genes (red) are contacted by SEs in either naive or primed PSCs, respectively. **c** Plots showing the log2 FPKM expression of genes that interact with SEs in each cell type (naive, *n* = 641 genes; primed, *n* = 290 genes; shared, *n* = 170 genes). The inner box bounds the IQR divided by the median (horizontal line), and Spear-style whiskers extend to the minimum and maximum of the data values. *P*-values are derived from a two-sided Mann–Whitney *U* test; *n* = 3 biologically independent RNA-seq datasets per cell type. **d** Plot showing the distribution of ROSE-called enhancers in naive and primed PSCs. **e** Diagram showing the number of genes that are contacted by enhancers in the two pluripotent cell types. Genes that are also in contact with a SE have been removed from this list of enhancer-interacting genes. **f** Plots showing the log2 FPKM expression of genes that interact with enhancer elements in each cell type (naive, *n* = 1997 genes; primed, *n* = 1151 genes; shared, *n* = 3023 genes). The inner box bounds the IQR divided by the median (horizontal line), and Spear-style whiskers extend to the minimum and maximum of the data values. *P*-values are derived from a two-sided Mann–Whitney *U* test; *n* = 3 biologically independent RNA-seq datasets per cell type. **g** Genome browser view of the *DPPA5* promoter interactomes in naive (upper) and primed (lower) PSCs. Significant interactions are shown as blue arcs that connect the baited *Hin*dIII fragment containing the *DPPA5* promoter with promoter-interacting regions. ChIP-seq (H3K4me1, H3K4me3, H3K27me3, H3K27ac, OCT4, SOX2 and NANOG) and strand-specific RNA-seq tracks are shown. Chromatin states include active chromatin, light green; H3K4me1-only chromatin, dark green; bivalent chromatin, purple; background, grey. ROSE tracks show the location of enhancers (green) and super-enhancers (red), and OSN tracks show the position of shared (orange) and naive-specific (blue) regions of OSN occupancy. **h** Network graph showing the locations and cell type-origin of enhancer and SE elements. Colours depict naive-specific (blue), primed-specific (red) and shared (orange) enhancer and SE elements. Node size represents SE (large nodes) and enhancers (small nodes). Lines represent interactions and are coloured according to the colour of the node of origin.

We next examined interactions between promoters and enhancer elements other than SEs (Fig. 4d). Of the gene promoters detected as interacting with a normal enhancer, 49% were found to contact an enhancer in both cell types (Fig. 4e and Supplementary Fig. 8d), which contrasts with the much lower proportion for SEs (15%; Fig. 4b). Several core pluripotency-associated genes interact with enhancers in both naive and primed PSCs including *DPPA4*, *TCF3* and *TFAP2C*—all of which are highly expressed in both cell types. 

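*DPPA4* (chromosome 3, 109326144 to 109337546) had 6 promoter interactions in naive PSCs and 3 in primed PSCs, 2 of them in both. *TCF3* (chromosome 19, 1609291 to 1652615) had 8 and 6, with 5 in both, and *TFAP2C* (chromosome 20, 56629306 to 56639283) had 22 and 27, with 13 in both. These counts include interactions with regions that are not enhancers.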

More generally, differences in enhancer interactivity were concordant with transcriptional changes of their target genes in naive and primed PSCs (Fig. 4f). 

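Among promoter interactions with any region, *RRAD* (chromosome 16, 66921685 to 66925535) had 4 in naive PSCs and none in primed PSCs. *YPEL2* (chromosome 17, 59331655 to 59401729) had 28 in naive PSCs and 13 in primed PSCs, 12 of them in both. *DUSP6* (chromosome 12, 89347235 to 89352501) had none in naive PSCs and 35 in primed PSCs. *OTX2* (chromosome 14, 56799905 to 56816693) had none in naive PSCs and 16 in primed PSCs, of which 6 were longer than 1 Mb.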

Genes that interact with enhancers only in naive PSCs include *RRAD* and *YPEL2*, and in primed PSCs this gene set includes *DUSP6* and *OTX2*. Given the differences in the transcriptional activity and regulatory control of the identified genes, this integrated dataset uncovers factors that could have important cell type-specific functions.

The resultant dataset uncovered changes in promoter–enhancer interactions that occur between naive and primed PSCs, thereby revealing insights into gene regulatory control of human pluripotency. For example, *DPPA5* is highly transcribed in naive PSCs and the promoter interacts with SEs that are marked by high levels of H3K27ac and H3K4me1 (Fig. 4g). In contrast, in primed PSCs, this region has strongly reduced H3K27ac levels, there are no SEs or detectable *DPPA5* promoter interactions, and *DPPA5* is not transcribed (Fig. 4g). 

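H3K4me1 was measured by CUT&RUN in 2 naive and 3 primed libraries, as log2 RPM averaged over the 500 bp tiles of each HindIII fragment. The fragment with the *DPPA5* promoter (chromosome 6, 73353243 to 73366321), which also holds the *KHDC3L* promoter, had 0.40 ± 0.06 (SD, n = 2) in naive PSCs and -2.38 ± 0.40 (SD, n = 3) in primed PSCs. The log2 difference was 2.78 (standard error 0.37, adjusted p = 2.5e-05 from limma with Benjamini-Hochberg adjustment over 88405 fragments). The read counts of its 27 tiles sum to 944 and 275 in the naive libraries and to 36, 67 and 156 in the primed libraries, where a read that spans 2 tiles counts in both, so that fewer separate reads lie behind them. At the 5 fragments that interact with the *DPPA5* promoter in naive PSCs, the log2 difference ranged from 1.02 to 3.99. It was smallest at the fragment from 73346815 to 73349571 (standard error 0.36, adjusted p = 0.0515), the only one of the 5 that did not pass 0.05, and largest at the fragment from 73602876 to 73604116 (standard error 0.37, adjusted p = 2.26e-06). H3K27ac and super-enhancers were not analysed here.

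**Figure D3:**
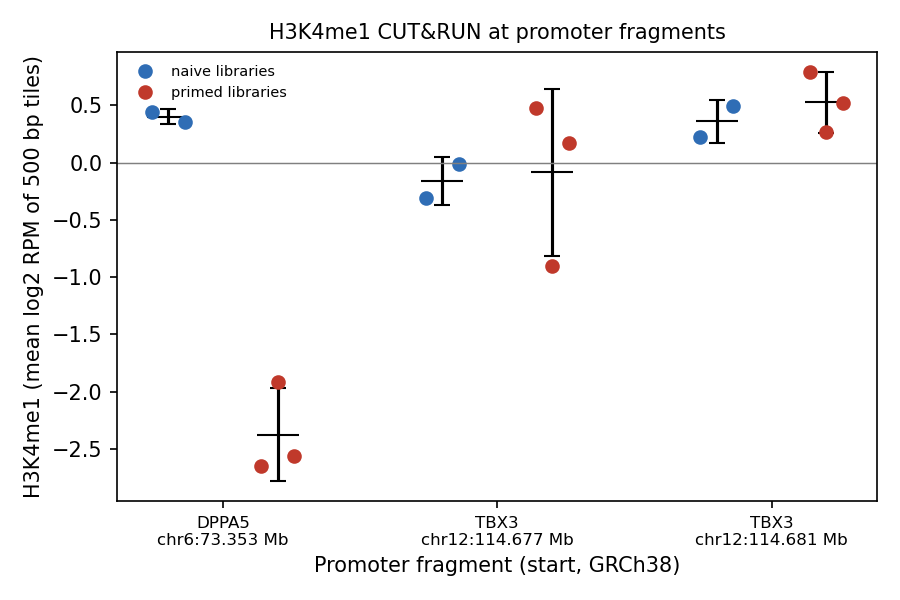
H3K4me1 CUT&RUN at the promoter fragments of *DPPA5* and *TBX3* (horizontal axis, start in GRCh38), as mean log2 RPM of the 500 bp tiles. Each point is a library, blue for naive and red for primed PSCs, and the black lines give the mean and SD of each cell type. At *DPPA5* the naive libraries stand at 0.45 and 0.35.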

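The *DPPA5* promoter fragment had 5 interactions in naive PSCs and none listed in primed PSCs. The naive interactions had CHiCAGO scores from 5.29 to 9.79 and 10 to 192 reads. They reached from 73346815 to 73606678 and included fragments with the promoters of *OOEP* and *DDX43*. Scores under the threshold in primed PSCs were not used here.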

A second example shown is *TBX3*, which is more highly transcribed in naive compared to primed PSCs, and this corresponds to the presence of *TBX3* promoter interactions with enhancers only in naive PSCs (Supplementary Fig. 8e). 

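The *TBX3* promoter fragments (chromosome 12, 114676639 to 114681265 and 114681266 to 114685800) had 12 interactions in naive PSCs and 30 in primed PSCs, with 3 in both. The naive interactions all led to fragments between 115018622 and 115759721, 3 of them over 1 Mb away. Of the fragments they reached, the one from 115127262 to 115133166 had the largest H3K4me1 difference, 2.13 higher in naive PSCs on the log2 scale (standard error 0.36, adjusted p = 0.000209 from limma with Benjamini-Hochberg adjustment). The other 11 did not pass 0.05 (adjusted p from 0.188 to 0.996), and 6 of them had a negative difference. At the promoter fragments themselves the log2 difference between naive and primed PSCs was -0.07 (standard error 0.42, adjusted p = 0.954) and -0.17 (standard error 0.37, adjusted p = 0.856), within the spread between libraries. The sign at the former fragment changed when naive replicate 1, primed replicate 1 or primed replicate 3 was left out, to at most 0.21.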

We found that this locus switched from predominantly active chromatin marks in naive PSCs to high levels of H3K27me3 in primed PSCs (Supplementary Fig. 8e). In primed PSCs, the *TBX3* promoter formed long-range interactions with several other H3K27me3-marked sites including *TBX5* and *LHX5* (Supplementary Fig. 8e).

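In primed PSCs 21 interactions of the *TBX3* promoter fragments were longer than 1 Mb. The *TBX3* and *TBX5* promoters were joined by 1 interaction with a CHiCAGO score of 5.73 from 26 reads. The *TBX3* and *LHX5* promoters were joined by 2, with scores of 28.9 and 36.1 from 26 and 64 reads, and 9 interactions led from *TBX3* to within 20 kb of *LHX5*. None of these were listed in naive PSCs. Other long interactions of *TBX3* reached the *HOXC* genes on the same chromosome, between 53926239 and 54049002, each on 3 to 5 reads.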

We next took advantage of Canvas to examine promoter–enhancer communication on a network scale (Fig. 4h). The global visualisation of promoter interactions and enhancer annotations revealed clusters of co-regulated genes with many hubs containing both SEs and enhancers (Fig. 4h). Collectively, our global and high-resolution mapping of promoter cis-regulatory interactions revealed that most SE-target gene contacts were cell type-specific, identifying close to 1000 genes with SE interactions that differed between naive and primed PSCs. Importantly, these integrated datasets provide a valuable resource to investigate the changes in the activity and target gene interactivity of putative regulatory regions in human pluripotent states.

### Decommissioning of naive-specific active enhancers correlates with the acquisition of DNA methylation

To better understand the changes in enhancer activity between human pluripotent states, we next examined how naive-specific active enhancers could be decommissioned in primed PSCs. By far the most common change at these sites was an increase in DNA methylation levels from an average of ~25% in naive PSCs to ~90% in primed PSCs (Fig. 5a). The gain in DNA methylation at these regions was very similar to the increase that occurs genome-wide, as indicated by the ‘background’ category and reported previously (Fig. 5a^22,53^). In naive PSCs, all enhancer categories were, overall, less methylated compared to background (>10% difference in median DNA methylation levels). In primed PSCs, however, only primed-specific and shared enhancer categories showed lower DNA methylation than background (by >10%), suggesting that these regions are protected to some extent from global events (Fig. 5a). Examination of histone ChIP-seq data confirmed the expected reduction in H3K27ac and H3K4me1 levels at naive-specific active enhancers when comparing between naive and primed PSCs (Fig. 5b, log2 fold-change of median >1). Overall, naive-specific active enhancers did not gain H3K9me3 or H3K27me3 in primed PSCs (log2 fold-change of median <1), thereby demonstrating that the acquisition of repressive histone modifications is not a common mode of enhancer decommissioning in primed PSCs (Fig. 5b). However, we identified a set of 75 enhancers that acquired H3K27me3 in primed PSCs and these regions were associated with developmental genes including *GATA3*, *TFAP2A*, *NEUROG1* and *TBX3* (Fig. 5c and Supplementary Fig. 8e). In keeping with the common anticorrelation between H3K27me3 and DNA methylation marks^54^, most of the enhancers that gained H3K27me3 remained DNA hypomethylated in primed PSCs (Fig. 5d). Thus, the majority of naive-specific active enhancers are likely to be decommissioned by acquiring DNA methylation, however, a small subset of these enhancers adopt a Polycomb-associated chromatin state in primed PSCs. Taken together, this integrated data resource provides a large collection of putative regulatory sequences and their target promoters in naive and primed PSCs, underpinned by network interactions, thereby revealing the dynamic changes in gene regulatory control between human pluripotent states.

**Fig. 5:**
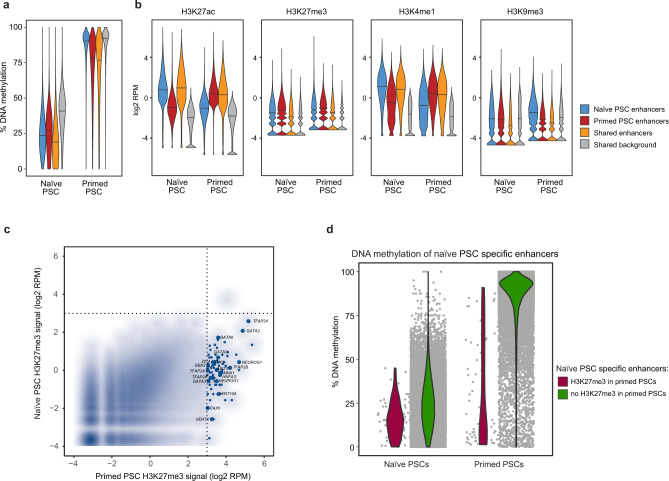
Naive-specific active enhancers are decommissioned predominantly by DNA methylation. **a**, **b** Plots show the **a** percent DNA methylation or **b** histone modification levels in naive and primed PSCs at shared (*n* = 23,371) and cell type-specific active enhancers (naive, *n* = 26,134; primed, *n* = 36,759). Regions that are in the background chromatin state in both cell types are shown to indicate genome-wide levels (*n* = 69,685). **c** Smoothed scatter plot shows H3K27me3 levels at naive-specific enhancer regions in both pluripotent states. Enhancers that gain H3K27me3 in primed PSCs are highlighted and annotated with their nearest gene. **d** Violin plot shows the per cent DNA methylation of two classes of naive-specific enhancers depending on whether those regions gain (maroon) or do not gain (green) H3K27me3 after the transition to a primed state. Naive-specific enhancers that acquire H3K27me3 are protected from DNA hypermethylation.

### Widespread reorganisation in OCT4, SOX2 and NANOG occupancy between human pluripotent states

To begin to understand how the dynamic regulation of enhancers is controlled between human pluripotent states, we investigated the association between transcription factor binding and enhancer activation. After integrating new and previously generated ChIP-seq data, we observed that the shared pluripotency factors OCT4, SOX2 and NANOG (OSN) showed cell type-specific binding at *DPPA5* promoter-interacting regions, whereby OSN was bound at the interacting SEs in naive PSCs (Fig. 4g). To study this association at a genome-wide level, we first asked whether OSN-bound sites overlap with particular chromatin state categories. The results showed that OSN occupancy is strongly associated with active enhancers in both cell types (Fig. 6a). Essentially all OSN sites in both cell types contained enhancer chromatin signatures including H3K27ac (92% with log2 RPM > 0) and H3K4me1 signals (98%) and open ATAC-seq regions (84%, Supplementary Fig. 9a). A small subset of OSN regions was also positive for H3K4me3 (12%) while showing lower H3K4me1 (Supplementary Fig. 9a), suggesting that they have promoter activity. While still included in our OSN peak annotation, these regions have a comparatively lower OSN signal (Supplementary Fig. 9a). Consistently, distal OSN sites had higher OSN signal than those overlapping transcriptional start sites (Supplementary Fig. 9b), reinforcing the link between OSN binding and enhancer activity. Similarly, nearly all active enhancers showed OSN signal (Fig. 6b, c). These results demonstrate a remarkable overlap between OSN occupancy and active enhancers in naive and primed PSCs.

**Fig. 6:**
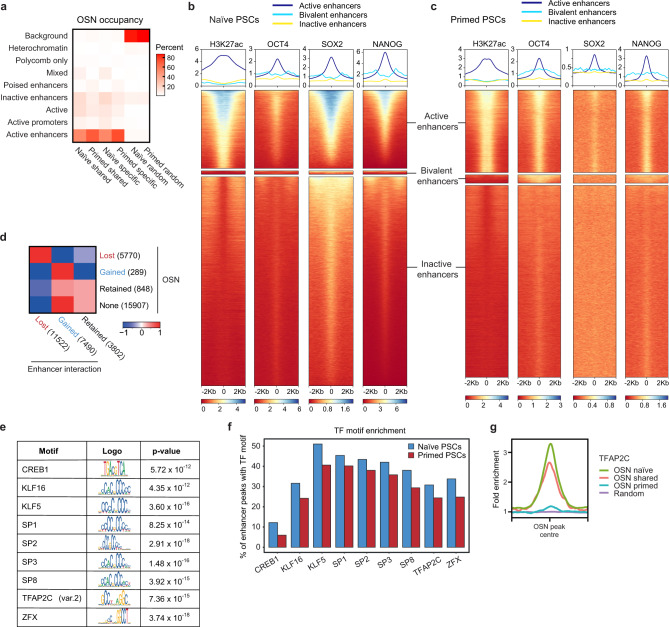
Widespread reorganisation of OCT4, SOX2 and NANOG binding at enhancers occurs between human pluripotent states. **a** Heatmap shows the percentage of OSN sites that fall within each of the ChromHMM-defined chromatin states. Columns 1 and 2 indicate OSN sites that are common to both naive and primed PSCs; columns 3 and 4 are OSN sites that are specific to either naive or primed PSCs; columns 5 and 6 represent random regions that do not contain OSN sites. **b**, **c** ChIP-seq data for H3K27ac, OCT4, SOX2 and NANOG in **b** naive and **c** primed PSCs. Metaplots (upper) and heatmaps (lower) show normalised ChIP-seq read counts within a 4 kb peak-centred window. Regions were subsetted into active enhancers (naive, *n* = 43,966; primed, *n *= 54,633), bivalent enhancers (naive, *n *= 1,998; primed, *n *= 5,502) and inactive enhancers (naive, *n *= 117,609; primed, *n *= 127,146) based on ChromHMM-defined chromatin states, and ranked by H3K27ac signal. **d** Heatmap shows the log2 odds ratio for the associated changes in OSN occupancy and promoter–enhancer interactions in primed compared to naive PSCs. **e** Table shows the highest-ranking (by adjusted *P*-value, one-tailed Fisher’s exact test) transcription factor motifs that are enriched at OSN sites in naive compared to primed PSCs. Four motifs associated with transcription factors that are not expressed in naive PSCs (log2 RPKM < 0) were removed from the list: KLF1, NR2F1, ZNF354C and VDR. **f** Bar chart shows the percentage of OSN-bound enhancers that contain each of the identified transcription factor motifs in naive and primed PSCs. **g** Enrichment of TFAP2C ChIP-seq signal across OSN peaks and the 2 kb up- and downstream regions.

Despite the strong associations between OSN binding and active enhancers in both cell types, we found that only one-quarter of active enhancers are shared between naive and primed PSCs (Supplementary Dataset 3). This unexpected observation suggests there is a widespread remodelling of OSN occupancy and enhancer activity between naive and primed PSCs. Furthermore, when OSN occupancy was lost during the transition from a naive to a primed state, 74% (*n *= 4294) of all interactions at these sites were also lost, and when OSN was gained, 86% (*n *= 247) of all interactions at these regions were gained (Fig. 6d; *p* < 0.0001; Chi-squared test). Enhancers that either retained OSN binding or were not bound by OSN typically retained or gained interactions (Fig. 6d), which is probably due to the higher number of OSN-bound enhancers in naive PSCs (Supplementary Fig. 9a).

Given that OSN binds different active enhancers in each cell type, we reasoned that OSN is likely to be recruited by cell-type-specific factors. As a first look at this, we identified transcription factor motifs that were significantly enriched at OSN sites in one cell type compared to the other. Few primed-specific candidate factors were identified, however, our analysis uncovered several transcription factors that were expressed in naive PSCs and whose binding motif occurred more frequently at OSN sites in naive compared to primed PSCs (Fig. 6e). These factors included KLF5, KLF16, SP transcription factors, TFAP2C and ZFX (Fig. 6e, f). By re-analysing ChIP-seq data^55^, we found that the naive-associated transcription factor TFAP2C was enriched (>3-fold) at OSN-bound regions in naive PSCs (Fig. 6g) and indeed ~20% of these regions contained TFAP2C peaks. This percentage is just under the proportion of OSN-occupied sites in naive PSC that contain a TFAP2C motif (~30%; Fig. 6f). TFAP2C signal was low at primed-specific OSN sites in naive PSCs, which suggests that TFAP2C does not pre-bind to regions that later acquire OSN occupancy in primed PSCs (Fig. 6g). Taken together, these results lead us to propose that combinations of transcription factors, including TFAP2C but also others, could help to recruit the shared pluripotency factors OSN to active enhancers in naive PSCs. Overall, these findings uncover the widespread and global reorganisation in enhancer activity, interactivity and OSN binding that occurs during the transition between human pluripotent states.

## Discussion

We have generated high-resolution profiles of chromatin interactions and enhancer states in naive and primed PSCs and uncovered widespread rewiring particularly of large interaction sub-networks and also of promoter–enhancer contacts that change between pluripotent cell types (Fig. 7). These findings together with the annotated chromatin interaction maps advance our understanding of the molecular control of gene regulation in pluripotency and in the earliest stages of human development.

**Fig. 7:**
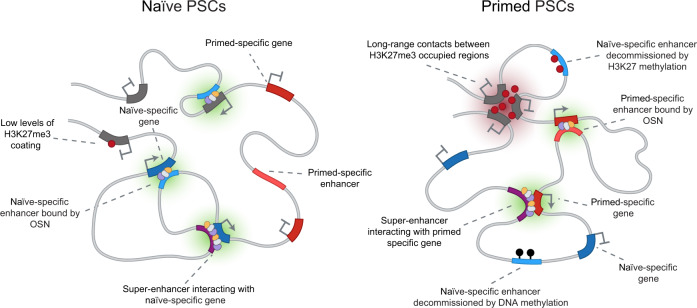
Schematic model that summarises the widespread reorganisation of gene regulatory interactions between naive and primed PSCs. A substantial rewiring of promoter interactions occurs between naive and primed PSCs. Very few active enhancers are shared between naive (left) and primed (right) PSCs, and this divergence corresponds to important differences in the activity of key cell identity genes. Active enhancers in naive PSCs (light blue) are decommissioned predominantly through the gain of DNA methylation (black circles) during the transition into a primed state, and a minority acquire H3K27me3 (red circles) instead. The differences in enhancer activity are associated with the widespread reorganisation of OCT4, SOX2 and NANOG pluripotency factor binding, suggesting the presence of distinct, transcription factor-defined gene regulatory networks between PSC states. Many promoters were linked by long-range H3K27me3-associated interactions that formed de novo during the transition from the naive to the primed state, creating a strong spatial network of over 600 developmental genes.

We found that interaction sub-networks that are formed of large, highly connected hubs changed substantially in their interaction frequency and, for a subset, also in their transcriptional activity between pluripotent states. A prominent example of this was a region containing multiple histone *H1* genes, which unexpectedly had higher promoter interactivity and transcriptional output in naive PSCs. This finding is in line with a recent proteomic study that reported a higher abundance of some histone H1 variants in naive compared to primed PSCs^56^. The interaction cluster included sets of histone *H1* genes that are transcribed with cell cycle-dependent and -independent control, which suggests that the difference in the chromatin organisation of this region between pluripotent states is likely to be driven by additional factors that act outside of the cell cycle. Given that the expression and regulation of individual *H1* isoforms vary substantially between cell types and these properties are associated closely with pluripotency, differentiation and development^57,58^, a focused examination of histone H1 function in these cell types would be a promising future direction of research. More commonly though, we discovered that sub-networks tended to be larger and to contain a greater number of interactions in primed compared to naive PSCs. Examples of this included the protocadherin gene cluster, which encodes cell adhesion molecules that are predominantly expressed in the neural lineage^59^. In neural cells, active protocadherin gene promoters and enhancers are brought together by CTCF and cohesin-mediated DNA loops to form an interaction hub^60^. Our results show that this hub begins to pre-form during early development, potentially priming this region for coordinated activation upon neural development. A recent study reported that during the transition from naive to primed PSCs there is a change in the chromatin signatures of the clustered protocadherin gene locus leading to ‘pre-set’ patterns of protocadherin gene expression^61^. Together with our findings, these studies imply a coordinated mechanism involving both gene interactions and chromatin states that establishes protocadherin gene control during development. More generally, cell-specific changes in sub-network organisation may also provide opportunities for transcriptional co-regulation and resilience to perturbation. Our study has identified a large cohort of networks that can now be systematically targeted to test these predictions.

The aggregation of interaction hubs into larger networks in primed PSCs was frequently associated with the acquisition of long-range interactions that bridged Polycomb-occupied regions. These events created spatial networks connecting >600 *cis*-regulatory elements that control the transcription of developmental regulators. Similar, smaller-scale, Polycomb-mediated networks have been described in serum-grown mouse PSCs^33,34,62^ and the prevalence of Polycomb-associated long-range interactions is strongly reduced after mouse PSCs are transitioned to a naive state^33^. These changes have been attributed in mouse PSCs to the global redistribution of DNA methylation and H3K27me3 that occurs between primed and naive pluripotent states^26,33,63^. H3K4 methyltransferases also orchestrate long-range interactions at enhancers and bivalent promoters^64,65^, although whether they show state-specific differences has not been examined. Preventing the redistribution of DNA methylation and H3K27me3 during the transition to a naive state is sufficient to block changes in chromatin compaction at several exemplar regions, thereby directly linking epigenome remodelling with aspects of genome organisation^66^. The transcriptome and cell state of mouse and human naive PSCs are largely unaffected by experimentally disrupting Polycomb levels^67–70^. In contrast, primed PSCs are sensitive to the removal of Polycomb proteins^67,70–72^. These observations collectively imply that the stable transition from a naive to a primed state of pluripotency requires the reconfiguration of DNA interactions to provide a coordinated set of ‘poised’ regulatory signals to control promoter priming.

A clear difference between human pluripotent cell types that we observed was in enhancer interactivity and activity state, and these differences were associated with the widespread reorganisation of transcription factor binding (Fig. 7). The shared factors OCT4, SOX2 and NANOG bound predominantly to active enhancers in both pluripotent states. There was, however, a remarkable lack of overlap in OSN-occupied enhancers between naive and primed PSCs. The remodelling of OSN binding is likely to occur at a late stage of primed to naive PSC resetting because PSCs that are only partially reset towards the naive state show far fewer differences in OCT4 and NANOG occupancy compared to primed PSCs^73^. Our results suggest that there is a substantial reorganisation of gene regulatory elements between human pluripotent states. In mouse PSCs, enhancer activation, SE interactions and OSN occupancy are also dynamic between pluripotent states^69,74–76^ and these processes are modulated by the presence of other state-specific transcription factors such as ESRRB in naive cells and OTX2 and GRHL2 in primed cells^74,77–79^. *ESRRB* is not expressed in naive human PSCs nor in human epiblast cells in vivo^80–82^, suggesting that in some instances the control of enhancer activity differs between mouse and human pluripotent states and that alternative factors are involved in human cells. One such factor is TFAP2C, which facilitates the opening of a subset of naive-specific enhancers in human PSCs but only has a modest role in mouse PSCs^55^. The emerging picture is that substantial rewiring of enhancer activity and interactions occurs during pluripotent state transitions and this is driven by a combination of common and species-specific transcription factors. It is important to note that not all regions marked by active enhancer modifications and transcription factor binding can drive gene expression in an ectopic reporter assay^73^. Potential differences in gene regulatory interactions between individual cells within a population will also be masked using current, bulk approaches. Further complexity is that the cooperative behaviour of multiple transcription factors seems to be context-dependent in terms of which enhancers are targeted, and this complexity will need to be unravelled through precise functional analyses. Our results will transform the interpretation of these experiments by comprehensively identifying the target gene promoters for enhancers and their dynamic alteration in human pluripotent states.

Network approaches have been applied successfully to global Hi-C data by using network modularity to identify communities of interacting loci that represent high-level chromatin features such as TADs and sub-TADs^40–42^, and principles of chromatin assortativity have also been used to represent capture-based Hi-C data^43^. The Canvas network approach that we developed here represents patterns of interactions (edges) between genomic regions (nodes), with added edge weights and node values that can convey user-defined information such as cell-type specificity, the chromatin or transcriptional state of each region, or the interaction strength. We chose to visualise the combined network using a force-directed layout^47^. Other visualisation algorithms that we tested were less suitable because they generated network graphs that lacked informative structure or were incompatible with large-scale datasets. The final, constructed networks revealed prominent features of genome organisation at multiple scales such as TADs and chromatin loops. Canvas, therefore, provides a powerful and intuitive data exploration method to understand the relationships behind the emergent connectivity patterns. Importantly, Canvas can also view the interaction map for the whole genome in one plot whilst retaining relevant topological features, and can be overlaid with other, user-defined datasets. Our network-scale approach could be applied to other interaction datasets and we provide our scripts and documentation to facilitate this. Future iterations of the network graph could take into account other features of spatial organisation such as chromosome territories and positioning, and lamin-associated domains, to instruct the layout of nodes within the network (Supplementary Fig. 10). The network could also be customised by including edge weights, for instance, based on chromatin interaction scores or distances (Supplementary Fig. 10). Another area of future development could be to adapt the existing network to make predictions about how the set of interactions is formed or how the interactions might change upon perturbation or cell state changes. Such theory-based models typically require a higher level of abstraction away from the experimental findings but are able to make network-dependent predictions about the mechanisms and dynamics of the interaction model.

Our study provides an invaluable resource to study the complex and multilayered interplay between transcription factors, chromatin state and 3D genome organisation in controlling cell state. The experimental and computational approach set out here could be applied to other high-resolution interaction datasets to uncover topological changes that underpin cell state transitions during development and disease.

## Methods

Reagent and resource details are provided in Supplementary Dataset 4.

### Cell lines

WA09/H9 NK2 naive and primed PSCs were kindly provided by Dr. Austin Smith^22^ with permission from WiCell and the UK Stem Cell Bank Steering Committee. All PSCs were cultured in 5% O_2_, 5% CO_2_ at 37 °C. Because some naive PSCs have been reported previously to acquire tetraploidy over time, we used Hi-C sequencing reads to examine copy number variation in the naive and primed samples used in this current study. The results in Supplementary Fig. 11 show that the NK2 naive PSCs have a normal copy number across nearly all chromosomes. 

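The Hi-C contacts of each chromosome were compared between naive and primed PSCs as shares of all contacts, at 100 kb resolution and without the tool of the study. Of the contacts between chromosomes, chromosome 21 had 1.36 times its primed share in naive PSCs, chromosome 19 had 1.23 times and chromosome X 1.22 times. The other chromosomes had ratios from 0.879 (chromosome 15) to 1.04 (chromosome 3). Of the contacts between adjacent bins, chromosome 21 had 1.34 times its primed share, and the other chromosomes had ratios from 0.941 (chromosome 10) to 1.102 (chromosome 22). There is 1 library per cell type, so these ratios compare the libraries.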

The main alteration is on chromosome 19, and this alteration is present in both naive and primed PSCs. 

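Per 100 kb bin, chromosome 19 had 0.578 times the contacts with other chromosomes of the median chromosome in naive PSCs and 0.472 times in primed PSCs. After a fit on GC content and HindIII sites, the values were 0.764 in naive PSCs and 0.638 in primed PSCs. Contacts between adjacent bins of chromosome 19, after the same fit, were at 0.670 of the median chromosome in naive PSCs and 0.652 in primed PSCs. Chromosome 21 was at 1.89 in naive PSCs and 1.33 in primed PSCs for contacts with other chromosomes, after that fit.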

We also examined the chromosome copy number of cells by DNA FISH, which showed that <10% of naive PSCs were tetraploid. These data indicate that the PSCs used in this study have good genome stability.

### Cell culture

Naive PSCs were maintained in t2iL + PKCi media as previously described^22^ in a 1:1 mixture of DMEM/F12 and Neurobasal, 0.5× N2 supplement, 0.5× B27 supplement, 1× nonessential amino acids, 2mM l-Glutamine, 1× Penicillin/Streptomycin (all from ThermoFisher Scientific), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 1 μM PD0325901, 1 μM CHIR99021, 20 ng/ml human LIF (all from WT-MRC Cambridge Stem Cell Institute) and 2 μM Gö6983 (PKCi; Tocris) on Matrigel-coated plates (Corning). Primed PSCs were maintained on Vitronectin-coated plates (0.5 μg/cm^2^; ThermoFisher Scientific) in TeSR-E8 medium (StemCell Technologies).

### Hi-C

Approximately 35 million naive or primed PSCs were fixed in 2% formaldehyde (Agar Scientific) for 10 min, after which the reaction was quenched with ice-cold glycine (Sigma; 0.125 M final concentration). Cells were collected by centrifugation (400×*g* for 10 min at 4 °C), and washed once with 50 ml PBS pH 7.4 (Gibco). After another centrifugation step (400×*g* for 10 min at 4 °C), the supernatant was completely removed and the cell pellets were immediately frozen in liquid nitrogen and stored at −80 °C. After thawing, the cell pellets were incubated in 50 mL ice-cold lysis buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 0.2% Igepal CA-630, cOmplete EDTA-free protease inhibitor cocktail (Roche)) for 30 min on ice. After centrifugation to pellet the cell nuclei (650×*g* for 5 min at 4 °C), nuclei were washed once with 1.25×NEBuffer 2 (NEB). The nuclei were then resuspended in 1.25×NEBuffer 2, SDS (10% stock; Promega) was added (0.3% final concentration) and the nuclei were incubated at 37 °C for one hour with agitation on an Eppendorf Thermomixer (950 rpm). Triton X-100 (Sigma) was added to a final concentration of 1.7% and the nuclei were incubated at 37 °C for one hour with agitation on an Eppendorf Thermomixer (950 rpm). Restriction digest was performed overnight at 37 °C with agitation (950 rpm) with *Hin*dIII (NEB; 1500 units per 7 million cells). Using biotin-14-dATP (Life Technologies), dCTP, dGTP and dTTP (Life Technologies; all at a final concentration of 30 μM), the *Hin*dIII restriction sites were then filled in with Klenow (NEB) for 75 min at 37 °C, followed by ligation for 4 h at 16 °C (50 units T4 DNA ligase (Life Technologies) per 7 million cells starting material) in a total volume of 5.5 mL ligation buffer (50 mM Tris-HCl, 10 mM MgCl2, 1 mM ATP, 10 mM DTT, 100 μg/ml BSA) per 7 million cells starting material. After ligation, crosslinking was reversed by incubation with Proteinase K (Roche; 65 μl of 10 mg/ml per 7 million cells starting material) at 65 °C overnight. An additional Proteinase K incubation (65 μl of 10 mg/ml per 7 million cells starting material) at 65 °C for 2 h was followed by RNase A (Roche; 15 μl of 10 mg/ml per 7 million cells starting material) treatment and two sequential phenol/chloroform (Sigma) extractions. After DNA precipitation (sodium acetate 3 M pH 5.2 (1/10 volume) and ethanol (2.5 × volumes)) overnight at −20 °C, the DNA was spun down (centrifugation 3200 x g for 30 min at 4 °C). The pellets were resuspended in 400 μl TLE (10 mM Tris-HCl pH 8.0; 0.1 mM EDTA), and transferred to 1.5 ml Eppendorf tubes. After another phenol/chloroform (Sigma) extraction and DNA precipitation overnight at −20 °C, the pellets were washed three times with 70% ethanol, and the DNA concentration was determined using Quant-iT PicoGreen (Life Technologies). For quality control, candidate 3C interactions were assayed by PCR, and the efficiency of biotin incorporation was assayed by amplifying a 3C ligation product, followed by a digest with *Hin*dIII or *Nhe*I.

To remove biotin from non-ligated fragment ends, 40 μg of Hi-C library DNA were incubated with T4 DNA polymerase (NEB) for 4 h at 20 °C, followed by phenol/chloroform purification and DNA precipitation overnight at −20 °C. After one wash with 70% ethanol, sonication was carried out to generate DNA fragments with a size peak around 400 bp (Covaris E220 settings: duty factor: 10%; peak incident power: 140 W; cycles per burst: 200; time: 55 s). After end repair (T4 DNA polymerase, T4 DNA polynucleotide kinase, Klenow (all NEB) in the presence of dNTPs in ligation buffer (NEB)) for 30 min at room temperature, the DNA was purified (Qiagen PCR purification kit). dATP was added with Klenow exo- (NEB) for 30 min at 37 °C, after which the enzyme was heat-inactivated (20 min at 65 °C). A double size selection using AMPure XP beads (Beckman Coulter) was performed: first, the ratio of AMPure XP beads solution volume to DNA sample volume was adjusted to 0.6:1. After incubation for 15 min at room temperature, the sample was transferred to a magnetic separator (DynaMag-2 magnet; Life Technologies), and the supernatant was transferred to a new Eppendorf tube, while the beads were discarded. The ratio of AMPure XP beads solution volume to DNA sample volume was then adjusted to 0.9:1 final. After incubation for 15 min at room temperature, the sample was transferred to a magnet (DynaMag-2 magnet; Life Technologies). Following two washes with 70% ethanol, the DNA was eluted in 100 μl of TLE (10 mM Tris-HCl pH 8.0; 0.1 mM EDTA). Biotinylated ligation products were isolated using MyOne Streptavidin C1 Dynabeads (Life Technologies) on a DynaMag-2 magnet (Life Technologies) in binding buffer (5 mM Tris pH 8, 0.5 mM EDTA, 1 M NaCl) for 30 min at room temperature. After two washes in binding buffer and one wash in ligation buffer (NEB), pre-annealed PE adapters 1 and 2 (Illumina; Supplementary Dataset 4) were ligated onto Hi-C ligation products bound to streptavidin beads for 2 h at room temperature (T4 DNA ligase NEB, in ligation buffer, slowly rotating). After washing twice with wash buffer (5 mM Tris, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween- 20) and then once with binding buffer, the DNA-bound beads were resuspended in a final volume of 90 μl NEBuffer 2. Bead-bound Hi-C DNA was amplified with 7 PCR amplification cycles using PE PCR 1.0 and PE PCR 2.0 primers (Illumina; Supplementary Dataset 4). After PCR amplification, the Hi-C libraries were purified with AMPure XP beads (Beckman Coulter). The concentration of the Hi-C libraries was determined by Bioanalyzer profiles (Agilent Technologies), and the Hi-C libraries were paired-end sequenced (HiSeq 2500, Illumina).

### Promoter Capture Hi-C

500 ng of Hi-C library DNA was resuspended in 3.6 μl water, and hybridisation blockers (Agilent Technologies; hybridisation blockers 1 and 2, and custom hybridisation blocker) were added to the Hi-C DNA. Hybridisation buffers and the custom-made RNA capture bait system (Agilent Technologies; designed as previously described^38^: 37,608 individual biotinylated RNAs targeting the ends of 22,076 promoter-containing human *Hin*dIII restriction fragments) were prepared according to the manufacturer’s instructions (SureSelect Target Enrichment, Agilent Technologies). The Hi-C library DNA was denatured for 5 min at 95 °C, and then incubated with hybridisation buffer and the RNA capture bait system at 65 °C for 24 h (all incubation steps in an MJ Research PTC-200 PCR machine). After hybridisation, 60 μl of MyOne Streptavidin T1 Dynabeads (Life Technologies) were washed three times with 200 μl binding buffer (SureSelect Target Enrichment, Agilent Technologies), before incubation with the Hi-C DNA/RNA capture bait mixture with 200 μl binding buffer for 30 min at room temperature, slowly rotating. Hi-C DNA bound to capture RNA was isolated using a DynaMag-2 magnet (Life Technologies). Washes (15 min in 500 μl wash buffer I at room temperature, followed by three 10 min incubations in 500 μl wash buffer II at 65 °C) were performed according to the SureSelect Target enrichment protocol (Agilent Technologies). After the final wash, the beads were resuspended in 300 μl NEBuffer 2, isolated on a DynaMag-2 magnet, and then resuspended in a final volume of 30 μl NEBuffer 2. After a post-capture PCR (four amplification cycles using Illumina PE PCR 1.0 and PE PCR 2.0 primers; 13 to 15 individual PCR reactions), the Promoter CHi-C libraries were purified with AMPure XP beads (Beckman Coulter). The concentration of the Promoter CHi-C libraries was determined by Bioanalyzer profiles (Agilent Technologies), and the Promoter CHi-C libraries were paired-end sequenced (HiSeq 2500, Illumina).

### Hi-C analysis

HiCUP^83^ was used to map and filter di-tags to the human genome build GRCh38. We compared the global organisation by plotting the log10 frequency of *cis*-chromosomal contacts in the raw data at various genomic distances on the log10 scale.

TADs were identified based on directionality indices of Hi-C interactions^8^, using binned Hi-C data at 25 kb resolution and sliding bins every 5 kb using HOMER v4.7 with minDelta=2 and other parameters kept at their default values. This resulted in 3,124 TADs for naive PSCs and 2,917 TADs for primed PSCs.

Hi-C peaks in Fig. 2 were identified using HiCCUPS v1.8.8^12^ employing Knight–Ruiz balancing by Juicer tools as the matrix balancing algorithm with the following parameters: --ignore_sparsity -k KR -f 0.1 -r 250000 -d 750000 -i 8 -p 4. A combined list of genome-wide peaks identified in both naive and primed PSCs were used for aggregate peak analysis with the following parameters: -r 250000 -n 30 -w 10 using Juicer tools v1.8.9^84^. Additional aggregate pileup plots were constructed using coolpup.py^85^.

### Promoter capture Hi-C analysis

PCHi-C data were mapped and filtered using HiCUP^83^ with the GCRh38 human genome build. CHiCAGO^45^ was used to define significant promoter interactions at the level of individual *Hin*dIII fragments. CHiCAGO uses a convolution background model for the background level of interactions for pooled baited and other regions, and a weighted distance-dependent multiple testing correction. The background model is a convolution of negative binomial (a genomic distance-dependent term modelling Brownian collisions) and Poisson distributions (a distance-independent term modelling technical noise). The weighted distance-dependent multiple testing correction generated using the reproducibility of interactions between the replicates makes CHiCAGO robust in the presence of undersampling, in regions with low counts, providing a rigorous statistical framework for identifying interactions. Two biological replicates for each cell type were normalised and combined as part of the CHiCAGO pipeline. CHiCAGO interaction scores correspond to –log-transformed, weighted *P*-values for each fragment read pair. A CHiCAGO interaction score of 5 or above was considered significant based on previous empirical observations^19,45^. The network graph was constructed using promoter interactions with scores of 5 or above. Figures 4 and 6 focus predominantly on investigating promoter–enhancer communication in naive and primed PSCs, with a view to identifying shared and state-specific gene regulatory interactions. An initial concern that we had when working on these comparisons was that our standard analysis would be too sensitive in calling differences in interactions between cell types if we applied a strict cutoff of a CHiCAGO score of >5. We therefore adopted a more cautious approach of allowing interaction to be called if it had a CHiCAGO score of >3 in one cell type and a score >5 in the other cell type. That way we could be more confident that the identified differences in interactions between cell types were likely to be robust and not due to a minor sub-threshold score.

### Network construction and analysis

PCHi-C interactions with CHiCAGO scores of 5 or more were used to generate the network graph using custom scripts in R and Python. Promoter regions were defined as 1 kb upstream of the TSS based on the Ensembl v85 gene model annotation and assigned to *Hin*dIII fragments. Interaction networks were constructed using the igraph v1.2.1 R package^86^ where each *Hin*dIII fragment represents a node and each significant interaction represents an edge. The edges of both naive and primed PSCs were combined into a single network with a common layout. The shared anchor points allow the examination of interactivity of shared genomic regions. For Supplementary Fig. 3, community detection was performed using the multi-level optimisation algorithm^48^ implemented within igraph. Sub-networks with a modularity score of 0.7 or above were split into individual communities. The coordinates of *Hin*dIII fragments with the assigned communities were compared to TAD coordinates obtained from Hi-C analysis using the GenomicRanges R package v1.30.3^87,88^, while permutation tests were performed with the RegioneR R package^89^. Network visualisation was performed within Gephi v0.9.2^90^ using the ForceAtlas2 layout algorithm^47^. For Fig. 2b, the multi‑dimensional scaling (MDS) layout within Gephi, developed by Wouter Spekkink (http://www.wouterspekkink.org), was used to obtain linear genomic distance representative layouts of individual sub-networks.

For Supplementary Fig. 6c, interaction distances >1.5 times the interquartile range were classified as outliers and not plotted.

### 3D DNA Fluorescent in situ hybridisation (FISH)

Briefly, 50–200 μl of cells at a concentration of 10 million cells/ml were placed onto poly‐l‐lysine coated slides (Sigma) and left for 5 min to allow attachment. The slides were placed into 4% formaldehyde/PBS (PFA; VWR) for 10 min and quenched in glycine for at least 10 min at 22 °C. After permeabilisation using Saponin (Sigma), the slides were stored in 50% glycerol at −20 °C for at least a week before proceeding to three rounds of freeze-thawing in liquid nitrogen. After PBS (Gibco) washes, the slides were placed in 0.1 N HCl, rinsed and then subjected to another round of permeabilisation using Saponin and Triton X‐100 (Sigma). Probes precipitated with human Cot‐I (ThermoFisher Scientific) and salmon sperm DNA (Sigma) was added to the cells, which subsequently underwent denaturation at 78 °C for exactly 2 min, followed by a 16 h incubation at 37 °C to allow hybridisation. After SSC washes, cells were counterstained with DAPI followed by an additional fixation with 3.7% formaldehyde, which results in a cleaner signal and longer storage life. Finally, a coverslip was mounted along with a drop of Vectashield (Vector Laboratories) or ProLong Diamond antifade mounting media (ThermoFisher Scientific). Imaging was performed on the Metafer/MetaCyte slide scanning system.

### Direct labelling of fluorescent FISH probes

BAC DNA was extracted using the NucleoBond BAC 100 kit (Macherey‐Nagel), following the manufacturer’s protocol. Probes used: *DLX1/2* (M22), *HOXD10/11* (F14) and control locus (RP11-297L12). Nick translation labelling of probes was performed as described^91^ with some modifications. Briefly, mixed on ice 5 μl 10× NTB (0.5 M Tris‐HCl pH 7.5, 50 mM MgCl_2_, 0.5 mg/ml nuclease‐free BSA fraction V), 0.1 M DTT, 4 μl d(GAC)TP mix 0.5 mM, 1 μl dTTP 0.5 mM, 6 μl aminoallyl-dUTP 0.5 mM (ThermoFisher Scientific), 1 μl DNA Polymerase I 10 U/μl (NEB), 1 μl DNase I dilution (1:25) (Roche), H_2_O to a final volume of 50 μl. The mix was incubated for exactly 2 h at 16 °C and then for 5 min at 75 °C to inactivate DNase I. DNA digestion was visualised using a 2% agarose gel. Each probe was nick-translated in a separate reaction (1 μg each). Optimally digested DNA was pooled (4 μg), ethanol precipitated, and the pellet was re‐suspended in four times 1.25 μl H_2_O followed by quantification using the NanoDrop spectrophotometer. Single‐use dried pellets of amine-reactive dye were re‐suspended in 2 μl anhydrous DMSO (Sigma). For a 10 μl reaction, 2 μg of DNA in a 5 μl volume was heated to 95 °C for 5 min and placed on ice. 3 μl of NaB buffer (0.2 M Sodium bicarbonate pH 8.3) was added to snap cooled amine‐modified DNA followed by 2 μl of re‐suspended dye. After a 1-h incubation, the QIAquick PCR purification kit was used to purify the probes. The probe fluorescence intensity was analysed on the NanoDrop 1000.

### FISH analysis

Automated spot identification and their positional coordinates in relation to the nuclear volume were obtained using the Metafer software. Cells without two spots for each FISH probe were rejected. DAPI staining was used to determine nuclear volume. Cartesian coordinates of spots were exported from the Metafer software and distances between all signal pairs were calculated using a custom script. The shortest distance in each cell was used in the final analysis.

### Chromatin immunoprecipitation

All buffers were pre-chilled to 4 °C with cOmplete EDTA-free protease inhibitor (Roche) freshly added. 15 million cells per ChIP were treated with Accutase (ThermoFisher Scientific) and collected in a 50 ml conical tube, followed by a 300×*g* 5 min spin at 4 °C. The pellets were resuspended in PBS. Cells were cross-linked with 2 µM DSG (Sigma) for 45 min at 22 °C and then with 1% methanol-free formaldehyde (Agar Scientific) at a cell density of 10^8^ cells in 45 ml media for 12.5 min at 22 °C. Fixation was stopped with the addition of glycine at a final concentration of 125 mM and incubation for 5 min at 22 °C. After two PBS washes, cells were resuspended in Wash buffer 1 (10 mM Hepes pH 7.5; 10 mM EDTA; 0.5 mM EGTA; 0.75% Triton X-100) and incubated for 10 min at 4 °C. After spinning at 3200×*g* for 5 min at 4 °C, nuclei were resuspended in 10 ml Wash buffer 2 (10 mM Hepes pH 7.5; 200 mM NaCl; 1 mM EDTA; 0.5 mM EGTA) and incubated for 10 min at 4 °C. Another 3200×*g* 5 min spin at 4 °C was performed followed by resuspension in 1 ml of freshly made Lysis/sonication buffer (150 mM NaCl; 25 mM Tris pH 7.5; 5 mM EDTA; 0.1% Triton X-100; 1% SDS; freshly dissolved 0.5% Sodium deoxycholate) per 12 million cells. Lysis was performed on ice for 30 min, followed by sonication for 15 s on, 30 s off (Microson ultrasonic cell disruptor XL Misonix; output setting 4; 10–11 W) for 20 cycles to obtain fragments with a size of 200–500 bp. Fragmented chromatin was spun down at 10,000×*g* for 15 min at 4 °C, and the supernatant was transferred to a new tube and diluted 1:10 with ChIP dilution buffer (150 mM NaCl; 25 mM Tris pH 7.5; 5 mM EDTA; 1% Triton X-100; 0.1% SDS; 0.5% Sodium deoxycholate). 500 µl was taken for the input and the remaining diluted supernatant was incubated with primary antibody overnight at 4 °C. Antibodies were against NANOG (R&D; AF1997; 5 µg per ChIP), SOX2 (R&D; AF2018; 5 µg per ChIP) and IgG (Jackson ImmunoResearch; 315-005-003; 5 µg per ChIP). Magnetic protein A (120 µl per IP) or protein G (180 µl per IP) Dynabeads (both from Invitrogen) were washed with Wash buffer A (50 mM Tris pH 8; 150 mM NaCl; 0.1% SDS; 0.5% Sodium deoxycholate; 1% NP40; 1 mM EDTA) and blocked for 1 h at 4 °C with yeast tRNA (Invitrogen) and BSA (NEB). The pre-blocked beads were added to the antibody-bound chromatin and incubated for 7–8 h at 4 °C. Subsequently, the magnetic beads with the bound antibody–chromatin-complex were rinsed once with Wash buffer A, washed twice with Wash buffer A, washed once with Wash buffer B (50 mM Tris pH 8.0; 500 mM NaCl; 0.1% SDS; 0.5% Sodium deoxycholate; 1% NP40; 1 mM EDTA), washed once with Wash buffer C (50 mM Tris pH 8; 250 mM LiCl; 0.5% Sodium deoxycholate; 1% Igepal CA-630; 1 mM EDTA) and rinsed with 1× TE buffer (10 mM Tris pH 8; 1 mM EDTA). Chromatin was eluted off the beads with 450 µl of Elution buffer (1% SDS; 0.1 M NaHCO_3_). Additionally, 11 µl Proteinase K (20 mg/ml) and 5 µl RNase A (10 mg/ml) were added (including to the input) and incubated at 37 °C for 2 h, followed by overnight incubation at 65 °C to reverse the crosslink. DNA was purified using AMPure XP beads (Beckman Coulter) and eluted in 40 µl water. DNA was quantified using the Qubit fluorometer dsDNA HS assay kit (ThermoFisher Scientific). Libraries were prepared using the NEBNext Ultra II DNA library prep kit for Illumina (NEB) using the manufacturer’s protocol.

### CUT&RUN

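H3K4me1, a histone mark of enhancers, was profiled by CUT&RUN, in which an antibody directs a nuclease to the mark and the released DNA is sequenced. The deposited table gives log2 RPM in 500 bp tiles for 2 naive and 3 primed libraries, with reads mapped by the authors to GRCh38 with Bowtie2 and quantitated in SeqMonk. There are 6176584 tiles. In each library every value above the lowest was the log2 of a whole number of reads (100% of values), with an empty tile set to 0.9 reads, so the depth could be read from the table. In units of M reads it was 21.8 and 6.74 in naive replicates 1 and 2, and 8.85, 7.89 and 26.6 in primed replicates 1, 2 and 3. Between 15.3% (primed replicate 3) and 52.3% (naive replicate 2) of the tiles were empty, and 4.07% to 6.77% were above a log2 RPM of 0. Across tiles, which are not independent replicates, Pearson's r was 0.750 between the naive libraries, 0.675 to 0.738 between the primed libraries and 0.465 to 0.558 between the cell types. Tiles above 0 in at least 2 libraries, 465156 in all, and the 88405 interacting HindIII fragments with a value, each as the mean of its tiles, were compared between the cell types by limma. The deeper libraries have smaller steps between low values, and the shallow libraries have more tiles at the floor of an empty tile.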

CUT&RUN was performed on 50,000 cells per biological replicate, following the protocol published by the Henikoff lab^92^. Cells were harvested using Accutase and washed twice in 20 mM HEPES pH 7.5; 150 mM NaCl; 5 mM Spermidine. Cells were bound to Concanavalin A beads (Bangs Laboratories; 10 µl per sample, beads were washed twice beforehand with binding buffer (20 mM HEPES-KOH pH 7.9; 10 mM KCl; 1 mM CaCl_2_; 1 mM MnCl_2_)). Cells were simultaneously permeabilised and incubated with an antibody raised against H3K4me1 (Abcam; ab8895; 5 µg per ChIP) for 10 min by the addition of 50 µl of Digitonin buffer (20 mM HEPES pH 7.5; 150 mM NaCl; 5 mM Spermidine; 0.1% Digitonin) containing the antibody at a ratio of 1 in 50. After washing with Digitionin buffer, the sample was incubated with pA-MNase in Digitonin buffer (final concentration 700 ng/ml) for 10 min and then washed twice with Digitonin buffer. Targeted cleavage was induced in 150 µl Digitonin buffer containing 2 mM CaCl_2_ for 30 min on ice. The reaction was stopped by the addition of 2× Stopp buffer (0.34 M NaCl; 20 mM EDTA; 4 mM EGTA; 0.02% Digitonin; 0.05 mg/ml RNaseA; 0.05 mg/ml glycogen). Cleaved fragments were released by 10 min incubation at 37 °C. The DNA was Proteinase K digested and extracted by Phenol/Chloroform extraction before being Ethanol precipitated and subjected to library preparation using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) according to manufacturer’s guidelines.

### Genome browser tracks

Normalised bigwig files for genome browser visualisation were produced using Deeptools^93^. For ChIP-seq and CUT&RUN samples, the BAM files were normalised with the reads per genomic content (RPGC) method, ignoring chrY and chrMT. A 10 bp bin size with a 200 bp read extension was chosen with a bigwig file output. The experimental inputs were subtracted from each sample. For RNA-seq tracks, the BAM files were normalised using the DESeq2 scaling factor (Naive - 0.34576529; Primed - 1.873937595), with a default bin size of 50 bp. Genome browser tracks were visualised using the WashU Epigenome Browser v48.2.0+^94–96^.

### Quantification and statistical analysis

#### ChIP-sequencing and CUT&RUN analysis

Reads were trimmed using Trim Galore and mapped to the human genome GRCh38 using Bowtie2^97^. All analyses were performed using SeqMonk and R. ChIP-seq peaks were called using MACS2 ^98^ with parameters *q* < 10^−9^ for all histone modification samples except for H3K4me1 for which the cutoff used was *q* < 10^−7^. For quantitation, read lengths were extended to 300 bp and regions of coverage outliers were excluded. Quantitations (log2 RPM) for all analysed regions and histone marks are provided in the OSF (ChIP_Quantiation_revision.xlsx). OCT4, NANOG and SOX2 peaks were called using a SeqMonk implementation of MACS^98^ with parameters *p* < 10^−5^, sonicated fragment size = 300. Peaks were filtered by signal intensity, retaining only peaks that overlap with at least one 500 bp window in which log2 RPM > 0. Regions of OCT4, NANOG and SOX2 peaks were combined and merged if closer than 100 bp. The resulting list of regions was filtered for those that overlap with MACS peaks for all three factors and called OSN peaks. Control regions are 10,000 randomly selected 1.2 kb windows (approximate average peak size). To assign one ChromHMM state per peak, the location of the peak centre was used. TFAP2C peaks were called using a SeqMonk implementation of MACS^98^ with parameters *p* < 10^−5^, sonicated fragment size = 300 for individual replicates, and the overlap between replicates of the resulting regions were used for quantitation.

In Fig. 4a–h, enhancers and super-enhancers were annotated using ROSE^50,51^ with H3K27ac peaks called using MACS2 with parameters *q* < 10^−9^. A stitching distance of 1.5 kb was chosen based on the bimodal distribution of the distance to the nearest peak.

#### Chromatin state annotation—ChromHMM

Chromatin state analysis was performed using ChromHMM^46^. Trim Galore quality trimmed and Bowtie2 aligned (GRCh38) BAM files were binarized using the BinarizeBam command with default 200 bp bin settings. Naive and primed PSCs were stacked to provide a single-genome annotation with the inclusion of ChIP-seq input samples as an additional feature. Model learning was performed on a range of states with 16 being selected as the final number. These categories were reduced to seven states that were more biologically relevant (active—H3K27ac, H3K4me3, H3K4me1; Polycomb-repressed—H3K27me3; bivalent—H3K27me3, H3K4me3, H3K4me1; heterochromatin repressed—H3K9me3; unclassified—H3K27me3, H3K4me3, H3K4me1, H3K9me3; background—low emission probability levels in all samples).

To assign a state to each *Hin*dIII fragment, the overlap of the seven states with each *Hin*dIII restriction fragment was determined and reduced to a single final chromatin state based on the following rules: any single state superseded the background state; the bivalent state superseded the Polycomb-repressed state, and a mixture of multiple states was labelled as mixed. Genomic features relating to ChromHMM states were used in Figs. 5 and 6 and their definitions are summarised in Supplementary Dataset 3.

#### RNA-seq analysis

RNA-sequencing reads from ref. ^22^ were trimmed using Trim Galore 0.3.8 using default parameters to remove the standard Illumina adaptor sequence. Reads were mapped to the human GRCh38 genome assembly using HISAT 2.0.5^99^ guided by the gene models from the Ensembl v85 release. Samtools^100^ was used to convert to BAM files that were imported to Seqmonk. Raw read counts per transcript were calculated using the RNA-sequencing quantitation pipeline on the Ensembl v85 gene set using directional counts. Differentially expressed genes were determined using DESeq2^101^. Log2(FPKM) normalised values were generated with Seqmonk.

#### DNA methylation analysis

Whole-genome bisulfite sequencing data from ref. ^22^ was trimmed using Trim Galore 0.3.8, aligned with Bismark v0.18.2^102^ and analysed in SeqMonk. Methylation is given as a percentage of methylated cytosine calls overall observations for each enhancer or background region.

#### CNV analysis

CNV analysis was performed using the HiNT-CNV tool^103^. Cooler^104^ unnormalized Hi-C data at 100 kb resolution were used as input. The 50mer UCSC track was used for Hi-C bias removal.

#### Gene ontology analysis

Gene ontology analysis of protein-coding genes within the H3K27me3-associated interaction network in primed PSCs was performed using Enrichr^105,106^.

#### Motif enrichment

To find differentially enriched motifs between naive and primed-specific OSN binding sites, sequences 250 bp up- and downstream of the peak centre were repeat masked (RepeatMasker, A.F.A. Smit, R. Hubley & P. Green, version open-4.0.9, default parameters). 500 OSN peaks were randomly selected per category and analysed using AME (version 5.0.5 ^107^) with the following parameters (naive over primed): ame --verbose 1 --oc. --scoring avg --method fisher --hit-lo-fraction 0.25 --evalue-report-threshold 10.0 --control 500_random_primed_specific_OSN.txt.fa 500_random_naive_specific_OSN.txt.fa db/JASPAR/JASPAR2018_CORE_vertebrates_non-redundant.meme. For enrichment ‘primed over naive’ the two input files were swapped. Resulting lists of enriched motifs were filtered for expression of the respective binding factor in at least one of the two PSC states (log2 RPKM > 0). A FIMO search^108^ using the sequences of all selected OSN regions as a background model was then performed to determine whether an individual OSN peak contained the motif or not.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus with the primary accession code GSE133126. Processed data have been made available through the Open Science Framework (https://osf.io/jp29m)^109^. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Widespread reorganisation of pluripotent factor binding and gene regulatory interactions between human pluripotent states
**Source:** Nat Commun. 2021 Apr 7;12:2098. doi: 10.1038/s41467-021-22201-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Dataset 1: Annotated list of promoter-interactions in naive and primed PSCs.**

**Supplementary Dataset 2: GO analysis of genes contained within the Polycomb-associated interaction network.** The adjusted *P*-value is the z-score of the deviation from the expected rank by the Fisher exact test as implemented in Enrichr (Chen et al. 2013; Kuleshov et al. 2016).

**Supplementary Dataset 3: Definitions used to classify enhancers.**

**Supplementary Dataset 4: Further information related to the methods.**

How the deposited data were processed for this re-analysis (not part of the article)

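PCHi-C and Hi-C were measured in naive and primed PSCs of the human line H9 NK2, and H3K4me1 by CUT&RUN in 2 naive and 3 primed libraries. Libraries were grouped by the cell type and replicate number in their labels. The NANOG, SOX2 and input ChIP-seq libraries of naive PSCs were not analysed here.

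For PCHi-C, the authors mapped and filtered read pairs on GRCh38 with HiCUP, scaled and combined 2 replicates per cell type within CHiCAGO, and deposited each interaction with a CHiCAGO score of at least 5. The score is a log-transformed weighted p-value against the background expected at that distance, and the read number beside it is the combined and rounded one, not a raw count. For Hi-C, the authors deposited the count of HiCUP-filtered di-tags for each pair of 100 kb bins of 1 library per cell type, without normalisation. The naive count file leaves out pairs within chromosomes under a bound that rises with the coverage of the bins. For H3K4me1, the authors trimmed reads with Trim Galore, mapped them with Bowtie2 and deposited log2 RPM values per 500 bp tile from SeqMonk, in which an empty tile stands at 0.9 reads. The paper states that reads were extended and regions of coverage outliers excluded for quantitation. The deposited tiles run along every chromosome without gaps, so no tile was left out of the file, and whether reads of outlier regions had been removed from it is not known. No region was left out here. A read that spans 2 tiles is counted in both.

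The fragments of the interaction lists were compared with HindIII fragments computed from GRCh38, and 100% had the same ends. Promoters were taken from GENCODE release 44 as the transcript start and the 1000 bp upstream of it. Interactions listed from both baits were merged. The fragments and interactions of both cell types made a network in python-igraph 0.11.9. Its connected parts were taken as sub-networks, and communities came from multi-level optimisation with 10 seeds. Interactions over 1 Mb were called long-range. A family of genes was placed in the sub-network that holds most of its baited fragments. Intervals are 95% Wilson intervals for shares and 95% intervals from counting error for ratios of counts. With a single list or Hi-C library per cell type, no test between cell types was possible for these data.

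Hi-C peaks were called in the primed library in bins of 200 kb, after balancing by iterative correction, with a peak width of 4 bins, a window of 8 bins, merging within 750 kb, a false discovery rate of 0.1 against each local background, and least ratios of 1.75 over the donut and lower left and 1.5 over the horizontal and vertical backgrounds. Aggregates took the centre over the mean of a corner of 6 by 6 pixels for interactions at least 22 bins long, with 100 random sets and a bootstrap over pixels. Boundaries were minima of insulation over 500 kb with a depth of at least 0.2 on the log2 scale. For copy number, each chromosome's share of contacts was compared between the libraries, also after fits on GC content and HindIII sites with 1000 bootstrap draws over blocks of 50 bins. Trans contacts between *HOX* clusters were compared with 10000 random sets of regions of the same sizes. The bound of the naive file was taken from 0.8 Mb upwards as the lowest 1% of listed pairs relative to coverage. It had at an earlier stage been taken from a narrower range of distances, and was put back to its original definition after values had been seen.

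For H3K4me1, tiles with a log2 RPM above 0 in at least 2 libraries, and HindIII fragments as the mean of their tiles, were compared with limma 3.58.1 (lmFit and eBayes with trend, R 4.3.3). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each library's difference between promoter-interacting regions of naive-only and primed-only interactions was compared by a two-sided exact permutation test, in which 2 against 3 libraries make 10 splits and the smallest p is 0.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

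The main choices, the limma and permutation tests of H3K4me1, the alternatives listed last and the rule for named genes were chosen before the data were examined. Finer details, such as the least depth of a boundary, were set while the scripts were written. The rule for named genes takes every gene, family or locus that the paper names for interactions or H3K4me1, the 5 sub-networks with the largest change in edges in each direction, and the 5 fragments with the largest H3K4me1 change in each direction among those past the threshold whose libraries do not overlap between cell types. Added after seeing the data were bins of 200 kb for peaks, a window of 200 kb and pairs listed in both files for boundaries, the part of the histone *H1* sub-network between the ends of its community, the test of long-range pixels against the bound of the naive file and the weighting of those pixels, and edgeR 4.0.16 (quasi-likelihood test) on the whole reads recovered from the log2 values. So were the tests of chromosome shares by adjacent bins, by the fits on GC content and HindIII sites and by the H3K4me1 background with its GC line, the random sets for *HOX* contacts, which were added once those contacts had been counted, and the tests of interactions over 1 Mb and over 5 Mb and of H3K4me1 library depth. The fits on GC content left out chromosomes 19, 21 and X, because their trans ratios had been seen to be raised. Alternatives set earlier covered CHiCAGO scores of at least 7 and 10, a minimum of 10 reads, the same number of interactions in both cell types, matching within 10 kb, leaving out trans-interactions, communities, the 500 longest interactions, raw and thinned Hi-C, a false discovery rate of 0.01, other tile filters, quantile normalisation, the highest tile of a fragment, a block on the replicate number, and leaving out each H3K4me1 library in turn.

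The methods were tested on simulated data. Of 40 peaks planted in simulated Hi-C counts, 38 were found, with 0 found elsewhere, and all 200 simulated sub-networks were recovered. Of 200 simulated tiles with a change among 20000, limma called 101 and edgeR 154, with 1 and 6 unchanged tiles called. The simulated spread was fixed, and the tile filter was not applied to the simulated reads. The share of changed tiles was also far below the 241949 of 465156 that limma called in the data. The simulation therefore does not measure the error rate of those calls. Depth was 31310843 and 52056334 contacts in the naive and primed Hi-C libraries. For H3K4me1 it was, in M reads, 21.8 and 6.74 in the naive and 8.85, 7.89 and 26.6 in the primed libraries, so that 3 reads in a tile stand at a log2 RPM of -2.86 and -1.17 in the naive and of -1.56, -1.40 and -3.15 in the primed libraries. Naive Hi-C peaks, aggregates and long-range contact sums were left out because of the bound, and enhancer positions were not used here.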

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

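The fit on GC content and HindIII sites together was chosen only after the result was seen, as was the look at chromosome X, and at a fit on GC content, in the H3K4me1 background, and the other tests were chosen after the trans ratios, but not their own results, had been seen.

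Signals on chromosomes 21 and X appear in the Hi-C data. The paper also used Hi-C reads for copy number and names chromosome 19 as the main alteration, but its text does not discuss these 2 chromosomes there. On chromosome 21, the naive to primed ratio of the share of contacts between adjacent bins was 1.34, and that of trans contacts was 1.36. A gain of copies in the naive library raises both kinds of contact, and chromosome 21 is the chromosome on which both were raised above 1.1. A trend with GC content does not account for it, since the trans ratio was 1.35 after that fit (95% bootstrap interval 1.31 to 1.39) and 1.35 after the fit on GC content and HindIII sites. The H3K4me1 background, which comes from other libraries, held 1.18 and 1.17 times the primed mean share on chromosome 21 in naive replicates 1 and 2, where the highest primed library was at 1.06. After a GC line the ratios were 1.21 and 1.22, above those of all 21 other chromosomes apart from X. This background is not specific, because chromosomes 14 (1.13 and 1.13), 19 (1.35 and 1.77) and X (1.43 and 1.34) passed 1.1 in both naive libraries too. A candidate explanation is a gain of chromosome 21 in part or all of the naive cultures. It was found and tested on the same data, and whether it belongs to the naive state or to these cultures was not tested.

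On chromosome X, the naive to primed ratio of the share of trans contacts was 1.22. The ratio of contacts between adjacent bins was 1.03, which argues against a difference in copy number as the whole cause. The H3K4me1 background, from other libraries, points the other way. On chromosome X it was at 1.43 and 1.34 in naive replicates 1 and 2, and at 1.52 and 1.50 after a GC line. That background is not specific, so a difference in copy number is left open. After the GC fit the trans ratio was 1.44 (95% bootstrap interval 1.21 to 1.56), and after the fit on GC content and HindIII sites 1.44, so that a trend with either is not the whole cause. A difference between the naive and primed states in how chromosome X is packed could give this pattern and was not tested. Other differences between the 2 single Hi-C libraries stay open as well, although they would not raise the H3K4me1 background of other libraries.

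Chromosome 19 had a trans ratio of 1.23 and 1.08 for adjacent bins, below the limit of 1.1 that a gain was required to pass. After the GC fit its trans ratio was 1.11 (95% bootstrap interval 1.04 to 1.21), and after the fit on both 1.11, so a trend with GC content and a difference of the chromosome itself cannot be told apart, because the interval spans the limit.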

How the results depend on the processing

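No test in this part was chosen only after the result was seen, and alternatives added after seeing the data are named as added. The cause of a change was not tested unless one is given.

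More cis-interactions were found in primed PSCs (ratio 1.12) and more over 1 Mb (ratio 4.49). The former ratio was 1.17 and 1.24 at CHiCAGO scores of at least 7 and 10, and 1.11 with at least 10 reads. With the same number of top-scoring interactions it is 0.999 by construction. The latter was 4.75 and 5.09 at those scores, 5.81 with at least 10 reads, 4.12 with the same number of top-scoring interactions in both cell types, and 25.4 over 5 Mb. The shared percent of naive interactions was 49.2 and 48.1 at scores of at least 7 and 10, and 69.3 when both ends could lie within 10 kb. That setting also raised the percent of the longest interactions found in the other cell type to 76.0 (naive) and 9.1 (primed), as its wider match must, and among the 500 longest these were 31.6 and 2.2.

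The number of sub-networks stayed within 1.5 times the main value under all 4 alternatives. The primed percent of sub-networks larger in 1 cell type was 50.5, with an interval that includes an even split, and reversed to 43.1 with the same number of interactions in both cell types. That setting removes primed interactions. The histone *H1* ratio was 1.76 in its community, 2.21 at a score of at least 10 and 1.55 in the added part between the ends of the community. The protocadherin ratio was 2.59 at a score of at least 10 and 2.09 in the community of a single seed, which holds 16 of the 48 baited fragments. It depended on the seed. Over the 10 seeds the community held 15 to 22 of these fragments. The ratio was lowest with 151 naive and 227 primed edges and highest with 173 and 387.

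Of the Hi-C results, peaks numbered 903 at a false discovery rate of 0.01, 558 over 5 Mb and 1262 in the thinned library. The aggregate ratio was 1.77 for interactions over 1 Mb, 2.16 for raw contacts and 3.60 in the thinned library. For interactions over 1 Mb the median of the random sets was lower too, at 0.261 against 0.539 in the main setting. The percent of boundaries deeper in primed PSCs was 46.1, and 46.4 in the thinned library. It reversed to 61.2 with a window of 200 kb, 69.9 with pairs listed in both files and 63.7 with both changes. These 3 were added after seeing the data. The 46.1 rests on sums that reach 900 kb, where the naive file lists only 39.9% as many pairs as the primed file. It is therefore no evidence of deeper boundaries in naive PSCs. The 3 added settings gave the other direction, but with 1 library per cell type. A window of 250 kb and bins of 250 kb cannot be built from 100 kb bins. Long-range Hi-C contact sums, with their raw and thinned alternatives, were not run, because the naive file leaves out pairs.

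H3K4me1 differed between cell types at 241949 tiles and 18901 fragments. Requiring a mean log2 RPM above 0 gave 37766 of 185596 tiles, and no filter gave 492705 of 6176584. Under the former, 37.8% of the calls were higher in naive PSCs, against 50.1% in the main setting. Quantile normalisation gave 253768 tiles and 17858 fragments, and moved the naive percent of fragment calls from 61.7 to 53.2. The added edgeR test gave 286415 tiles, 240666 of them also called by limma in the same direction. With the replicate block there were 205043 tiles and 18404 fragments, although the labels' numbers showed no pairing (largest correlation of deviations 0.03). Primed replicate 3 has no naive partner in that block. The block's log2 differences are therefore the same as those without primed replicate 3, and it is not a separate alternative for direction. Across the 3 fits that each left out a primed library, there were 183121 to 264455 tiles and 15200 to 22905 fragments.

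Leaving out 1 library changed the overall direction. The percent of tiles higher in naive PSCs was 51.8 and ranged from 48.7 (without primed replicate 2) to 55.2. For fragments it was 53.3 and ranged from 43.1 (without naive replicate 2) to 68.4 (without naive replicate 1), and was 47.8 without primed replicate 3. No overall direction is therefore given. The *TBX3* promoter fragment from 114676639, at -0.07 in the main setting, was at 0.053 with the replicate block and ranged from -0.48 to 0.21 across the fits that each left out a library, with 0.07 without naive replicate 1 and 0.05 without primed replicate 3. Of 104 alternative values for 13 named fragments, 88 stayed within their limits, 12 moved and 4, all of this *TBX3* fragment, reversed. All but the *DPPA5* and *TBX3* fragments were chosen for a large change without overlap between libraries. Leaving out a library could therefore not reverse them. Among the 4, the replicate block and the fit without primed replicate 3 gave the same estimate and are not separate. Of 37 other alternative values of single cell types, clusters or shares, 4 stayed, 30 moved and 3 reversed. The difference at promoter-interacting regions was from 0.28 to 0.44 in all alternatives, but its exact test cannot pass 0.05 at this number of libraries.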

Differences from the paper's values

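No test in this part was chosen only after the result was seen. Settings chosen after seeing the values are named as such.

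The sub-network with the histone *H1* genes had 647 nodes and 1982 edges, against the paper's 198 and 984. Of the alternatives set before the data were examined, the multi-level community had 104 nodes, still different, and 763 edges, within 1.5 times the paper's value. A score of at least 10 gave 96 nodes and 342 edges, both different. The nodes of the sub-network between the ends of that community numbered 198, with 984 edges, but this rule was chosen after seeing the values: combinations of communities were searched for the paper's numbers and the rule was written to describe the match. It is a description of a match and no evidence of how the paper drew its cluster.

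Hi-C peaks over 1 Mb in primed PSCs numbered 1410, against the paper's 889. They were called in 200 kb bins in place of the paper's 250 kb, a change made after the files were seen to hold 100 kb bins. Of the alternatives set before the data were examined, a false discovery rate of 0.01 gave 903 and the thinned library 1262, both within 1.5 times the paper's value, and peaks over 5 Mb numbered 558, which is not.

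Other values were within 1.5 times the paper's without being equal. The cis-interactions numbered 79139 and 88712 against the paper's 75091 and 83782, and 74039 and 81857 with at least 10 reads. Sub-networks numbered 2953 where the paper gives more than 3000, a number passed at a score of at least 7 (3518) and with the same number of interactions in both cell types (3021). Of the longest primed interactions, 47 were found in naive PSCs against the paper's 37.

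The text of the paper describes almost all changing sub-networks as larger in primed PSCs. Here 1304 were larger in primed PSCs and 1279 in naive PSCs, and the bars of Fig. 2a show about 45% for each, read by eye. Among those that changed by at least 100 edges, 36 were larger in primed PSCs and 5 in naive PSCs, and with the same number of interactions from each cell type 19 and 10. The paper names histone *H1* as the sole clear sub-network that is larger in naive PSCs. After it, edges decreased by 190 from naive to primed PSCs in a sub-network of chromosome 14, and decreased by 130, 122 and 121 in those of chromosomes 9, 2 and 12. The one of chromosome 9 includes fragments of other chromosomes. With trans-interactions left out it is not among the 5 largest decreases, the last of which is 98 edges on chromosome 8.

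The paper describes most of the longest naive interactions as present in primed PSCs. Between the same fragments this held for 45.4%, and with both ends within 10 kb, an alternative set before the data were examined, for 76.0%.

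The paper describes trans-interactions of *HOX* loci that include other *HOX* clusters. The PCHi-C lists hold 3 trans-interactions with a *HOX* cluster in primed PSCs and 0 between clusters, also with 200 and 500 kb added to each side. The primed Hi-C library holds 25 contacts between clusters.

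The paper describes stronger TAD boundaries in primed PSCs. At the boundaries placed in the same bin, 46.1% were deeper in primed PSCs. With a window of 200 kb it was 61.2%, with pairs listed in both files 69.9% and with both 63.7%, which is the paper's direction, and these settings were chosen after seeing the values.

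The paper describes chromosome 19 as the main alteration of copy number, present in both cell types. Chromosome 19 was below the median chromosome in both, but the largest naive to primed ratio of raw shares, in trans contacts and in adjacent bins, was on chromosome 21 (1.36 and 1.34). After the fit on GC content, the trans ratio was higher on chromosome X (1.44) than on chromosome 21 (1.35). The comparison of adjacent bins and this fit were chosen after the trans ratios had been seen.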

Other observations

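The tests of interactions over 1 Mb and over 5 Mb and of the depth of the H3K4me1 libraries were chosen only after the result was seen, the weighting of pixels was chosen after the unweighted pixels had been seen, and the random sets for *HOX* contacts were chosen after those contacts had been counted.

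Interactions over 1 Mb were called more often in primed PSCs. With the same number of top-scoring interactions in both cell types the ratio was 4.12, and with at least 10 reads 5.81, so neither more calls overall nor few reads is the whole cause. Over 5 Mb, 0.928% of the 431 primed interactions (95% Wilson interval 0.361 to 2.36) had at least 10 reads. At the pixels of these primed interactions the primed Hi-C library had a centre to corner ratio with a 95% bootstrap interval of 2.81 to 4.95, where the highest of 100 random sets was 0.693. This argues against chance pairs as the source of all these calls if the libraries are independent. PCHi-C is captured from Hi-C library DNA, and whether from the library of the Hi-C file is not stated, so both may hold the same molecules. Real contacts and calls from few reads therefore cannot be told apart here, and the naive Hi-C file could not be used to test the difference between the cell types.

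The naive Hi-C file lists pairs above a bound, so that a pair with a high primed count should be listed in the naive file unless it is weaker there. Of the pixels of primed-only long-range interactions whose primed count, scaled to naive depth, was more than 1.5 times the bound, 545 of 884 (61.7%, 95% Wilson interval 58.4 to 64.8) were listed in the naive file. Of those of shared interactions, 258 of 276 (93.5%) were, and of naive-only interactions 86 of 94 (91.5%). The odds differed between primed-only and shared pixels (two-sided Fisher's exact test, p = 6.55e-28, without regard to the dependence of neighbouring pixels). Other pixels at the same distances were listed in 56.7% (55.2 to 58.1), less often than the primed-only pixels, which neither expectation had covered. A high primed count by chance therefore cannot be told apart from a weaker naive contact by that comparison. Weighted to the same ratio of count to bound, other pixels were listed in 67.9% (66.3 to 69.5), more often than primed-only pixels. At this limit the height above the bound is therefore not the whole cause, but most of the gap to shared pixels (89.0% when weighted) is present in other pixels too. Across 6 combinations of limits, without weights, primed-only pixels were listed in 61.7 to 85.0%, shared pixels in 93.5 to 98.8% and other pixels in 56.7 to 75.6%. Above 3 times the bound, primed-only pixels were listed more often than other pixels. The shares were 80.3% against 75.6%, and 85.0% against 74.2% with the bound at the lowest 5%. Above 2 times the bound they were nearly equal (69.7% and 69.7%, 74.1% and 74.5%). The order of primed-only and other pixels therefore depends on the limit and the weighting. Over 5 Mb, 0 of 170 primed-only pixels were listed in the naive file, but only 11 were above the bound, so this could not be tested.

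The 25 primed Hi-C contacts between the *HOX* clusters were set against trans contacts between any loci of that size. Among 10000 random sets of regions of the same sizes, the highest number of contacts was 7 and 0 sets reached 25, so trans contacts of any loci do not account for them. In the naive library, 1176 random sets reached the 2 contacts seen. The random sets were not matched for CpG content or H3K27me3, and no biological explanation was tested.

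At the 19415 promoter-interacting regions of naive-only interactions minus the 24624 of primed-only interactions, the median H3K4me1 difference on the log2 scale was 0.50 and 0.39 in the naive libraries and 0.04, 0.14 and 0.16 in the primed libraries. The cell types differed by 0.33 (two-sided exact permutation test, p = 0.1, the smallest this design allows), and every naive library was above every primed library. Among the 3 libraries of similar depth, naive replicate 2 was 0.30 above the mean of primed replicates 1 and 2, larger than the spread between libraries of a cell type, so depth is not the whole cause. Of the naive-only regions 17.3% were higher in naive PSCs and 6.45% in primed PSCs. For primed-only regions these were 9.26% and 10.6%.

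Tiles past the limma threshold numbered 121251 higher in naive PSCs and 120698 higher in primed PSCs, of 465156 tested, and fragments 11658 and 7243 of 88405. The 5 fragments with the largest change higher in naive PSCs were at 25690825 on chromosome 20 (in *ZNF337*), 69512264 on chromosome 5 (in *OCLN*), 74812358 on chromosome 2, 27426460 on chromosome 12 and 123455715 on chromosome X (in *GRIA3*). The log2 difference was 4.65 in *OCLN* and 4.56 on chromosome 2. The other 3 have primed libraries at 3 reads or fewer, and were higher by at least 3.39, 2.84 and 3.00. The 5 with the largest change higher in primed PSCs were at 40330162 on chromosome 6 (log2 difference -5.22), 45410514 on chromosome 11 (-4.82), 65343374 on chromosome 3 (-4.46), 200309893 on chromosome 2 (in *SPATS2L*, higher in primed PSCs by at least 3.11 because the naive libraries hold 3 reads or fewer) and 85550796 on chromosome 12 (-4.32). All 10 had an adjusted p from limma of 5.2e-06 or less. They span 1 to 4 tiles each, and the libraries of the cell types do not overlap at them by the rule of choice.

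Of interactions over 1 Mb, 22.1% joined baited fragments to each other in naive PSCs and 10.9% in primed PSCs, against 13.0% and 11.2% of those up to 1 Mb. Chromosome X had more cis-interactions in naive PSCs (2476) than in primed PSCs (1893). The 39 genes of Fig. 3c with a match in the annotation had 283 different interactions in naive PSCs and 1177 in primed PSCs, with 36 genes higher in primed PSCs. Fragments of the region of *DLX1* and *DLX2* (chromosome 2, 172081442 to 172108372), baited or not, had none over 1 Mb in naive PSCs and 106 in primed PSCs. The genes that Fig. 4e lists for naive PSCs, both cell types and primed PSCs had 58, 109 and 13 different interactions in naive PSCs and 49, 99 and 134 in primed PSCs. The paper drew the genes of Fig. 3c and Fig. 4e from the same PCHi-C data. An excess in the cell type of their list may therefore in part follow from that choice.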
